# In vitro generation of transplantable insulin-producing cells from canine adipose-derived mesenchymal stem cells

**DOI:** 10.1038/s41598-022-13114-3

**Published:** 2022-06-01

**Authors:** Quynh Dang Le, Watchareewan Rodprasert, Suryo Kuncorojakti, Prasit Pavasant, Thanaphum Osathanon, Chenphop Sawangmake

**Keywords:** Cell signalling, Stem cells, Adult stem cells, Mesenchymal stem cells, Regeneration, Stem-cell differentiation, Immunochemistry, RNA

## Abstract

Canine mesenchymal stem cells (cMSCs) have potential applications for regenerative therapy, including the generation of insulin-producing cells (IPCs) for studying and treating diabetes. In this study, we established a useful protocol for generating IPCs from canine adipose mesenchymal stem cells (cAD-MSCs). Subsequently, in vitro preservation of pluronic F127-coated alginate (ALGPA)-encapsulated cAD-MSC-derived IPCs was performed to verify ready-to-use IPCs. IPCs were induced from cAD-MSCs with the modulated three-stepwise protocol. The first step of definitive endoderm (DE) induction showed that the cooperation of Chir99021 and Activin A created the effective production of *Sox17*-expressed DE cells. The second step for pancreatic endocrine (PE) progenitor induction from DE indicated that the treatment with taurine, retinoic acid, FGF2, EGF, TGFβ inhibitor, dorsomorphin, nicotinamide, and DAPT showed the significant upregulation of the pancreatic endocrine precursor markers *Pdx1* and *Ngn3*. The last step of IPC production, the combination of taurine, nicotinamide, Glp-1, forskolin, PI3K inhibitor, and TGFβ inhibitor, yielded efficiently functional IPCs from PE precursors. Afterward, the maintenance of ALGPA-encapsulated cAD-MSC-derived IPCs with VSCBIC-1, a specialized medium, enhanced IPC properties. Conclusion, the modulated three-stepwise protocol generates the functional IPCs. Together, the encapsulation of cAD-MSC-derived IPCs and the cultivation with VSCBIC-1 enrich the maturation of generated IPCs.

## Introduction

Diabetes mellitus (DM) is a complex metabolic disorder characterized by a chronic presence of hyperglycemia and glycosuria as the results of insulin deficiency or impaired insulin response to target tissues^1–3^. DM is one of the common endocrine diseases diagnosed in the canine family besides human beings^4^. An epidemiological study in the United States reported a 32 percent increase in canine diabetes between 2006 and 2011, and the data kept on rising by 47.7 percent from 2011 to 2016^5^. By pathophysiological diagnosis, canine DM has been mostly concerned with beta cell deficiency by latent autoimmunity, which is considered as similar with human type 1 DM (T1DM)^6,7^. Insulin therapy has been clinically well-established to manage T1DM in both dogs and humans, however, adverse events and disadvantages have also been periodically reported^8–10^. In 2000, a trial of islet transplantation was performed successfully according to “Edmonton protocol”, thus this method introduced as an alternative approach for treating long-term hyperglycemia with insulin independence^11–13^. Although pancreatic islet transplantation can surmount the impediments of insulin therapy, the lack of donor islet source and the immune reactivity of recipients exist as two main obstacles of this method^11,12,14^. To solve the restrictions of the Edmonton protocol, the tendency of regenerative medicine production in which insulin-producing cells (IPCs) derived from stem cells has been a promising candidate^12,15^.

Current in vitro IPCs are generated by embryonic stem cells (ESCs), induced pluripotent stem cells (iPSCs) and mesenchymal stem cells (MSCs). Nevertheless, ESCs have encountered ethical issues, while reprogramming of iPSCs can cause teratoma formation and side effects of pluripotency-induced viral transgenes might be unsafe for clinical applications^16^. Meanwhile, MSCs possess immune-privileged and highly plastic abilities, this allows MSCs to be a wonderful and safe choice for IPC generation^16^. The capacity of human MSCs (hMSCs) differentiated into IPCs as well as their clinical accomplishment has been shown in many previous studies^17–20^. Although a minority of research on IPCs has originated from canine MSCs (cMSCs)^21–23^, these cMSC-derived IPCs are still functionally inadequate and morphologically circumscribed. To fabricate the effective cMSC-derived IPCs, it is essential to advance the current differentiation protocols. In types of cMSCs, canine adipose-derived MSCs (cAD-MSCs) are an accessible candidate and possess the potency for IPC differentiation^22,23^. Therefore, this study focused on establishing a protocol for cAD-MSCs induction toward mature IPCs in vitro*.* Moreover, preservation of cAD-MSC-derived IPCs, which were encapsulated in alginate gel and pluronic acid (ALGPA) following our previous study^24^, would also be investigated. This knowledge will aid the fundamental insights for in vitro cAD-MSC-derived IPC generation and eventually for in vivo transplantation study.

## Results

### Isolation and characterization of cAD-MSCs

cAD-MSCs showed adherent-dependent and fibroblast-like cells on the 2 dimensions (2D) culture (Fig. 1A). The mRNA expression of stemness markers (*Oct4* and *Rex1*) and proliferative marker (*Ki67*) were detected by RT-qPCR (Fig. 1B). In addition, MSC-related surface markers using flow cytometry revealed the strong expression of CD29 and CD90, moderate expression of CD44, low expression of CD73, but absent expression of CD45 (Fig. 1C).

**Figure 1:**
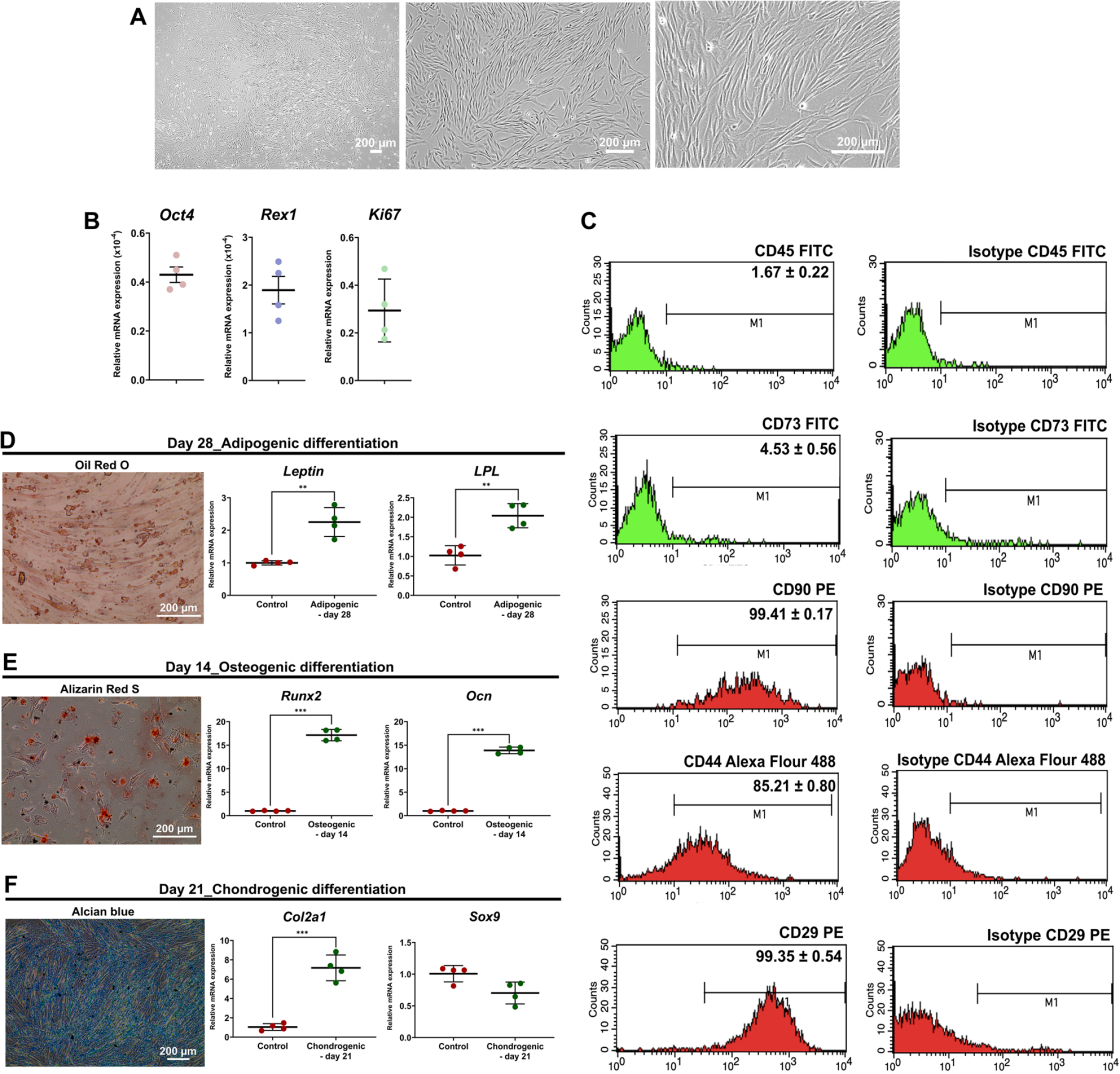
cAD-MSC characteristics. Morphological appearances of cAD-MSCs were observed under a light microscope with magnification of 4X, 20X, and 40X (**A**). The mRNA expression of stemness markers (*Oct4*, and *Rex1*) and a proliferation marker (*Ki67*) were analyzed by RT-qPCR (**B**), normalized with the reference gene (*Gapdh*). Expression of surface markers exhibiting MSC property were revealed using flow cytometry (**C**). Adipogenic differentiation potential at day 28 post-induction was stained with Oil Red O, and adipogenic related-mRNA expression was determined (**D**). Osteogenesis was confirmed using Alizarin Red S staining at day 14 post-induction, and the expression of osteogenic mRNA markers were assessed (**E**). Chondrogenic differentiation potential at day 21 post-induction was demonstrated by Alcian blue staining, and chondrogenic mRNA markers were determined (**F**). The expression of mRNA genes related to multilineage differentiation was normalized with the reference gene and the undifferentiation control. Bars indicates the significant differences (**, *p* value <0.01, ***, *p* value <0.001).

Moreover, in vitro multi-differentiation potential toward adipogenic, osteogenic, and chondrogenic lineages was observed. cAD-MSCs dramatically upregulated adipogenic-related genes (*Leptin* and *LPL*) while the production of lipid droplets was detected by Oil Red O staining (Fig. 1D). Regarding osteogenic differentiation, the substantial upregulation of *Runx2* and *Ocn* was indicated upon exposed cells in osteogenic induction medium and osteocyte-produced calcium deposits were recognized by Alizarin Red S staining (Fig. 1E). For chondrogenic differentiation, the upregulation of the *Col2a1* gene was significantly disclosed, and glycosaminoglycan accumulation was stained with Alcian blue (Fig. 1F).

Thus, the isolated cAD-MSCs show homogeneous appearance and the differentiation potential toward other cell lineages.

### Cooperation of GS3K inhibitor Chir99021 with Activin A enhances definitive endoderm formation from cAD-MSCs

First, formation of definitive endoderm (DE), a germ cell layer, is an essential initiation step for giving rise to pancreatic cells^25,26^. DE were generated from cAD-MSCs using DE induction media supplemented with Activin A alone for 72 h (protocol 1.1; P.1.1) or Chir99021 for first 24 h and following with Activin A for 48 h (protocol 1.2; P.1.2) (Fig. 2A). Small three-dimension (3D) clusters were formed from dissociated cAD-MSCs cultured in suspension for 24 h, then size and density of colonies were increased (Fig. 2B). On day 3, the total colony counts (medium) were 1610.75 and 1637.25 colonies per batch (1 × 10^6^ seeding cells) in P.1.1 and P.1.2 groups, respectively (Fig. 2C). Interestingly, the distribution of size-based colonies showed that the small-to-medium colony size (100–299 μm) occupied the most population in both protocols, and P.1.2 yielded significantly more medium-size colonies (300–499 μm) than P.1.1 (Fig. 2D).

**Figure 2:**
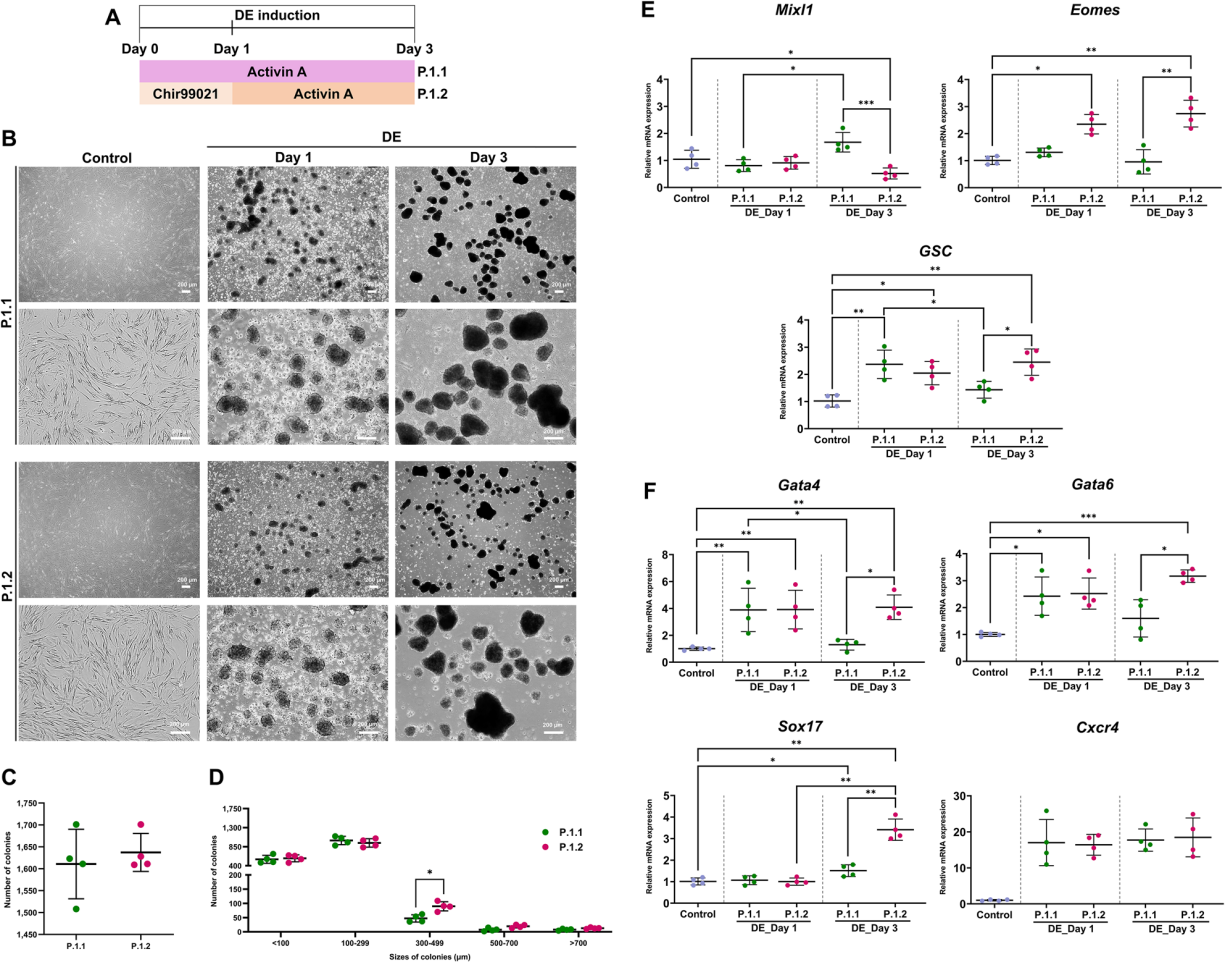
Generation of cAD-MSC-derived DE cells. The diagrams of two protocols used for the induction of cAD-MSC derived DE cells are shown in (**A**). Differentiation of morphological appearances of cAD-MSCs toward DE cells was observed at day 1, and 3 (**B**). The total colony number (**C**) and the distribution of colony sizes (**D**) were evaluated. The expression of mRNA markers relating to mesendoderm status (**E**), and definitive endoderm status (**F**) was analyzed by RT-qPCR at day 1, and 3 post-induction. Relative mRNA expression was normalized with the reference gene, and the undifferentiation control. Bars indicates the significant differences (*, *p* value < 0.05; **, *p* value < 0.01; ***, *p* value < 0.001).

Levels of mRNA expression related to mesendoderm (ME) and DE were analyzed and compared to undifferentiated cells. 

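For this stage, RT-qPCR values were available from 4 cAD-MSC lines, each from a different donor dog, as undifferentiated cells and as DE cells on day 3 of P.1.2, which gives 4 samples per group. The samples of day 1 and of P.1.1 are not analysed here. The authors amplified the cDNA with SYBR Green and deposited the threshold cycle (Ct) of each gene in each sample to 2 decimals. Ct is the PCR cycle at which the fluorescence crosses a set level, so a later Ct stands for less template. The authors also deposited the ratio of each gene to the reference gene *Gapdh* in the same sample, calculated as 2^-ΔCt, and a fold change for each differentiated sample. Relative mRNA expression was calculated here by dividing each ratio by the mean ratio of the 4 undifferentiated controls of the same day, so that the controls have a mean of 1. It takes the template to double in each cycle, and neither an efficiency correction nor the number of replicate wells is given in the paper's text. Groups were compared with an exact two-sided Mann–Whitney U test, the test that the paper names for a pair of independent groups. The paper names the Kruskal–Wallis test for larger numbers of groups, and Fig. 2E,F shows more groups than these. With 4 samples against 4, only groups that do not overlap give a p-value under 0.05 (exact test, p = 0.0286). Among genes without a difference, 2.86% would separate in this way by chance if the samples were independent. The samples are paired by line, and in simulated data with 4 lines the share was 1.25%. Those lines were not alike in pairs, as the real lines are on this day, so that share need not hold here. The Ct of *Gapdh* itself is not listed, but it follows from the Ct and the ratio of each gene. It was 22.4 ± 0.300 cycles (SD, n = 4) in undifferentiated cells and 21.7 ± 0.225 cycles in DE cells, so that it fell by 0.700 cycles (exact two-sided permutation test, p = 0.0286). The highest Ct in the tables is 40, and 12 of the 208 Ct values lie within 0.1 cycles of it. A control at that limit makes the change of its gene a lower bound.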

The ME-related markers (*Eomes* and *GSC*) in P.1.2 showed the upregulated expression in a time-dependent manner (Fig. 2E). In contrast, the expression of *Mixl1* was upregulated in P.1.1, while P.1.2 was downregulated. 

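*Eomes* had a relative mRNA expression of 2.71 ± 0.688 (SD, n = 4) in DE cells on day 3 of P.1.2 and of 1 ± 0.248 in undifferentiated cells. Every DE sample lay above every control (exact Mann–Whitney U test, p = 0.0286), and within the lines the DE cells had 2.56 to 2.84 times the expression of their own control. The mean Ct of *Eomes* moved from 34.97 to 32.83 cycles. For *GSC*, the relative mRNA expression was 2.49 ± 1.09 (SD, n = 4) against 1 ± 0.356. The DE samples ranged from 1.38 to 3.47 and the controls from 0.628 to 1.48, so the groups overlapped (exact Mann–Whitney U test, p = 0.0571). *GSC* was nevertheless higher in the DE cells of all 4 lines, by 1.53 to 3.43 times. With the cell line as a factor in a limma model of the log2 ratios, *GSC* had an adjusted p-value of 0.00227. This model takes the spread of a gene in part from the other genes of the same day. The change from day 1 to day 3 is not analysed here.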

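In P.1.2 on day 3, the relative mRNA expression of *Mixl1* was 0.434 ± 0.176 (SD, n = 4), compared with 1 ± 0.636 in undifferentiated cells. The ranges overlapped, from 0.245 to 0.661 in DE cells and from 0.320 to 1.75 in the controls, and the difference was not larger than the spread between lines (exact Mann–Whitney U test, p = 0.2). In each of the 4 lines, however, *Mixl1* was lower in DE cells than in the control of the same line, at 0.266 to 0.764 times its value. The limma model with the cell line as a factor gave an adjusted p-value of 0.0124. Before normalization, the mean Ct of *Mixl1* was 27.3 cycles in the controls and 27.6 cycles in DE cells. P.1.1 is not analysed here.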

For the DE-related markers, both protocols upregulated all genes comparing with undifferentiated control (Fig. 2F). However, P.1.2 was able to increase the expression of *Gata4*, *Gata6*, and *Sox17* on the last day of DE induction.

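*Cxcr4*, the remaining DE-related marker, reached 15.6 ± 7.82 (SD, n = 4) in DE cells on day 3 of P.1.2, and undifferentiated cells had 1 ± 0.727. The DE samples ranged from 8.15 to 23.8 and the controls from 0.328 to 1.85, without overlap (exact Mann–Whitney U test, p = 0.0286). The mean Ct moved from 31.4 to 26.5 cycles. The line with the smallest difference from its own control had 12.8 times its expression and the line with the largest 24.9 times.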

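On day 3 of P.1.2, *Gata6* was expressed at 3.08 ± 1.39 and *Sox17* at 3.45 ± 1.67 (SD, n = 4) relative to the undifferentiated cells, in which the SD was 0.508 for *Gata6* and 0.452 for *Sox17*. For both genes, all DE samples lay above all controls (exact Mann–Whitney U test, p = 0.0286 each). *Gata4* had a similar mean, 3.52, but an SD of 3.398 in DE cells and of 1.04 in the controls, and its groups overlapped (exact Mann–Whitney U test, p = 0.314). Its expression differed more between lines than between groups. DE cells of lines 1 and 2 had relative values of 6.74 and 6.17, and those of lines 3 and 4 had 0.499 and 0.670. Compared with the control of the same line, *Gata4* was higher in all 4 lines, by 2.87 to 5.40 times. In lines 3 and 4 the control Ct was at the limit of 40 cycles, so the change there is a lower bound. With the cell line as a factor, limma gave *Gata4* an adjusted p-value of 0.000119.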

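Of the 7 ME- and DE-related genes measured on day 3 of P.1.2, 4 were expressed at higher levels in every DE sample than in every undifferentiated control (*Eomes*, *Gata6*, *Sox17* and *Cxcr4*). Each had a Benjamini-Hochberg adjusted p-value of 0.05 over the 7 exact Mann–Whitney U tests, so 0 genes had an adjusted value under 0.05. This adjustment moved the count most. Differences taken within each line gave the same direction in all 4 lines for 7 of 7 genes, 6 higher and 1 (*Mixl1*) lower. The lines were alike in pairs on this day. In lines 1 and 2 alone 6 of 7 genes separated, and in lines 3 and 4 alone 7 of 7. With 2 against 2 independent samples, 33.3% of unchanged genes would do so by chance. From the higher expression of *Eomes*, *GSC*, *Sox17*, *Gata4* and *Gata6*, the paper reasons that P.1.2 produces DE cells. It describes the DE obtained as small in size.

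**Figure D1:**
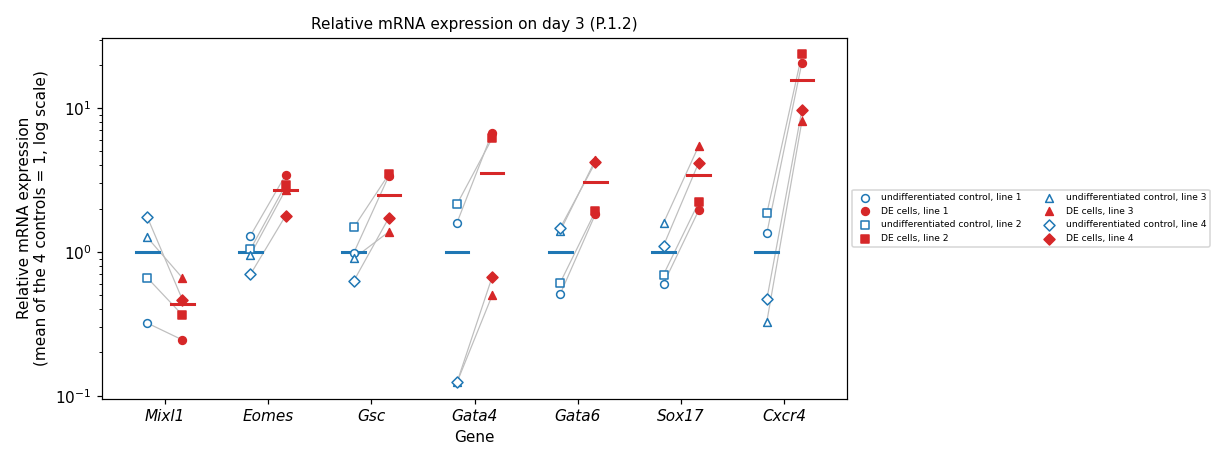
Relative mRNA expression of the 7 genes (horizontal axis) on day 3, on a log axis on which the mean of the 4 undifferentiated controls is 1. Open symbols are controls, filled symbols are DE cells, grey lines join samples of the same cell line, and bars mark group means. *Cxcr4* shows the largest difference, with DE cells from 8.15 to 23.8, and *Gata4* shows 2 lines far below the other 2 in both groups.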

Generally, the result revealed that the cooperation of Chir99021 and Activin A is effectively on the generation of DE from cAD-MSCs with small-size and the crucial DE-related markers.

### Combination of signaling modulators systematically generates pancreatic endocrine precursors

Pancreatic endocrine (PE) stage is the vital second stage on pancreatic development process according to its important roles in cell fate modulation on DE cell toward pancreatic cell types^27,28^. In this part, three established protocols were explored; protocol 2.1 (P.2.1), protocol 2.2 (P.2.2), and protocol 2.3 (P.2.3) (Fig. 3A). All protocols exposed the 3D floating colonies which became bigger and denser along the culture period (Fig. 3B). All protocols showed the similar trend of total colony count, however, there were gently decreasing by the induction day (Fig. 3C). For the sized-based colony number, the number of colonies was mostly found in 100–299 μm, nevertheless, the large-size colonies were slightly increasing during the induction period (Fig. 3D).

**Figure 3:**
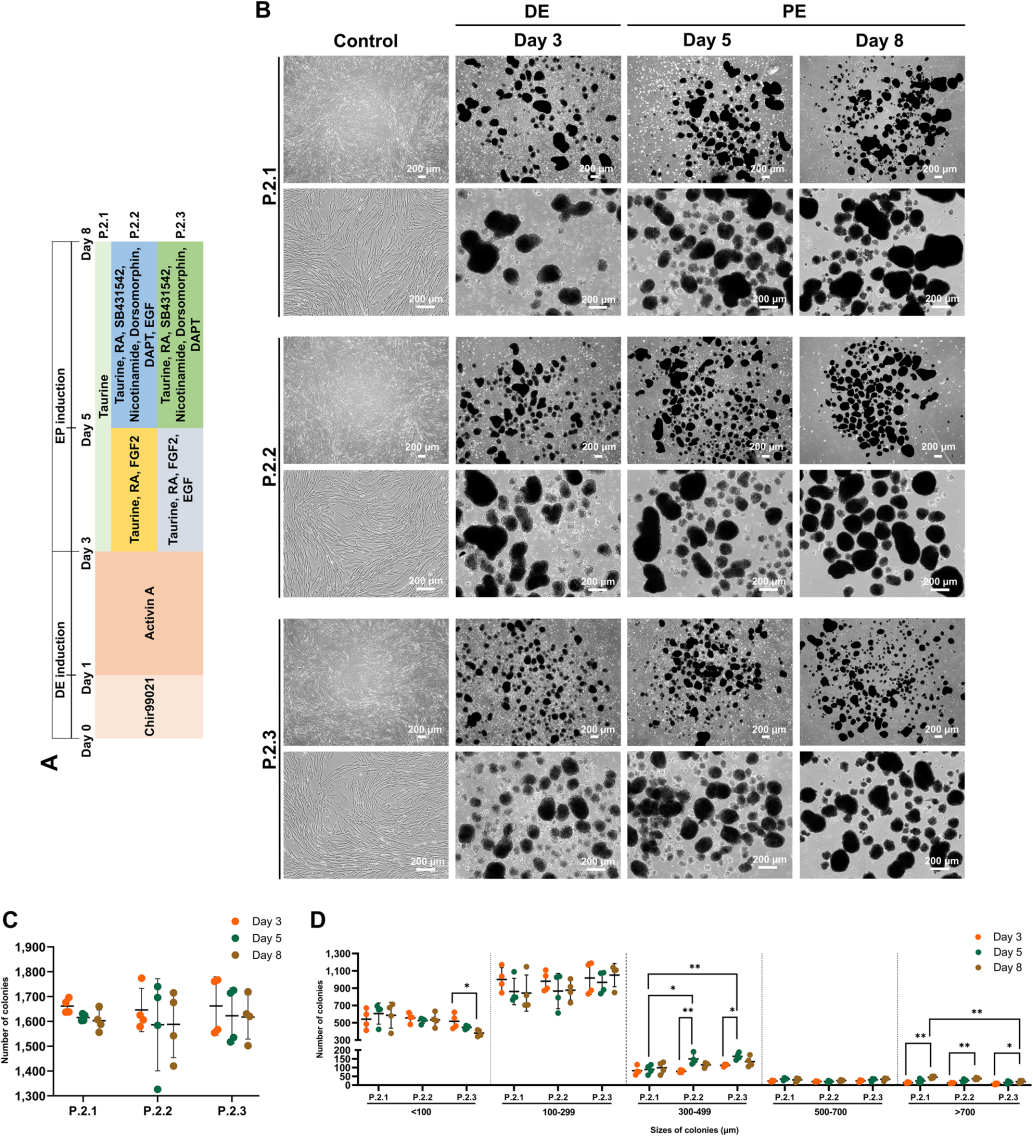
Generation of cAD-MSC-derived PE cells. The diagrams of three protocols used for the induction of cAD-MSC-derived PE cells are shown in (**A**). Differentiation of morphological appearances of cAD-MSCs toward PE cells was observed at day 3, 5 and 8 (**B**). The total colony number (**C**) and the distribution of colony sizes (**D**) were evaluated. Bars indicates the significant differences (*, *p* value < 0.05; **, *p* value < 0.01).

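The second stage was followed in the same 4 cAD-MSC lines, as undifferentiated cells and as PE cells on day 8 of P.2.3, with 4 samples per group. The sample labels give day 8, as the paper does for the end of this stage, while the design description of the data names day 5, and the labels were followed. P.2.1 and P.2.2 are not analysed here. The values were processed as for the DE stage, from the deposited Ct and the deposited ratio to *Gapdh*, relative to the undifferentiated controls of day 8. The genes covered include *Hnf4a*, *Hnf6*, *Ptf1a*, *Sox9* and *Hes1*. *Pdx1*, *Nkx6.1*, *Nkx2.2*, *Pax4*, *Ngn3*, *NeuroD1*, *Isl1*, *Glut2* and *Cdkn1a* are not analysed here at this stage. In the tables used here no gene has values at more than 1 stage, so the comparison of PE cells with DE cells is not analysed here. The *Gapdh* Ct that follows from the Ct and the ratio differed between genes of the same sample and fell into 4 sets. The set to which *Hnf6* and *Sox9* belong gave 23.8 ± 0.731 cycles (SD, n = 4) in the controls and 24.7 ± 0.471 cycles in PE cells, whereas *Hnf4a*, *Ptf1a* and *Hes1* each had a *Gapdh* set of their own. Taking the median over the genes of each sample, the *Gapdh* Ct did not differ between the groups by more than the spread between lines (exact two-sided permutation test, p = 0.114). In lines 3 and 4 this Ct was later in PE cells, 24.87 and 25.25 cycles against 23.03 and 23.24 cycles in the controls. In lines 1 and 2 it changed less, from 24.48 and 24.27 to 24.29 and 24.29 cycles.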

Except for the *Glut2* gene, the expression of other mRNA markers relating to the development of PE precursors exhibited significant differences among the protocols. Compared to the undifferentiated cells and DE cells on day 3, the expression of pancreatic endoderm marker (*Pdx1*) was upregulated in groups treated with P.2.2 and P.2.3 on day 5 and day 8, while there was not detected in P.2.1 (Fig. 4A). The expression of *Hnf1b*, *Hnf4a*, and *Hnf6*, known as primitive gut and posterior foregut markers, was upregulated on day 5 and day 8 post-induction in P.2.2 and P.2.3 (Fig. 4B). 

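For *Hnf6*, all 4 undifferentiated controls were at the limit of detection, with Ct values from 39.97 to 40 cycles, while PE cells on day 8 of P.2.3 had a Ct of 34.2 ± 0.710 cycles (SD, n = 4). Its relative mRNA expression was therefore at least 99.6 ± 20.5, and all PE samples lay above all controls (exact Mann–Whitney U test, p = 0.0286). *Hnf4a* had 1.84 ± 1.72 (SD, n = 4) against 1 ± 1.58, and its groups overlapped (exact Mann–Whitney U test, p = 0.486). The deposited ratio of *Hnf4a* to *Gapdh* is 0.0590, identical to 7 decimals, in the control of line 2 and in the PE cells of lines 1 and 2, although their Ct values were 30.03, 26.76 and 25.87 cycles. Without line 2, the relative expression of *Hnf4a* was 6.09. *Hnf4a* was separate in lines 3 and 4 alone, at 13.9 times their controls. With the cell line as a factor, limma gave it an adjusted p-value of 0.0313. The Ct of *Hnf4a* was 32.7 ± 3.02 cycles in the controls and 29.9 ± 4.13 cycles in PE cells. In each line it was earlier in PE cells than in the control. Day 5 and P.2.2 are not analysed here.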

The multipotent pancreatic progenitor (MPP) marker (*Ptf1a*) was upregulated on day 5 in three protocols, however, the trend of *Ptf1a* downregulation was found in P.2.2 and P.2.3 on day 8 (Fig. 4C). 

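On day 8 of P.2.3, the relative mRNA expression of *Ptf1a* was at least 6.94 ± 4.12 (SD, n = 4), since all 4 undifferentiated controls had Ct values between 39.90 and 40 cycles. The PE samples, from 3.45 to 11.9, all lay above the controls (exact Mann–Whitney U test, p = 0.0286). Their Ct was 37.5 ± 2.10 cycles, still a late signal. It was 36.09 and 35.31 cycles in lines 1 and 2, but 39.13 and 39.44 cycles in lines 3 and 4, close to the limit of 40. The *Gapdh* Ct behind the ratios of lines 3 and 4 was 24.87 and 25.25 cycles in PE cells and 23.03 and 23.24 cycles in the controls. This later *Gapdh* signal raised the relative values of those lines. Within the lines, PE cells had at least 5.76 to 8.87 times the expression of their own control. The *Gapdh* values of *Ptf1a* differed from those of *Hnf6* and *Sox9* in PE cells of lines 1 and 2, and with the median *Gapdh* Ct of the 6 genes, chosen after the values were seen, *Ptf1a* was at least 14.7 times the controls. The fall from day 5 to day 8 is not analysed here.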

On other hand, P.2.2 and P.2.3 exhibited the upregulation trend of the other MPP markers (*Sox9* and *Nkx6.1*) on the last day of PE induction (Fig. 4C). 

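*Sox9* was expressed at 7.25 ± 2.46 (SD, n = 4) in PE cells on day 8 of P.2.3, and at 1 ± 0.471 in undifferentiated cells. All PE samples, from 5.17 to 10.6, exceeded all controls, from 0.507 to 1.42 (exact Mann–Whitney U test, p = 0.0286). The Ct moved from 30.2 ± 0.139 to 28.2 ± 0.913 cycles. The control Ct was identical in lines 1 and 3, at 30.33 cycles, and in lines 2 and 4, at 30.09 cycles. The source of these identical values is open, so the controls may hold fewer than 4 separate measurements. *Nkx6.1* on day 8 and P.2.2 are not analysed here.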

All of the protocols showed the increased expression of the PE-related mRNA markers such as *Nkx2.2*, *Pax4*, *Ngn3*, *NeuroD1*, and *Isl1* on day 8, compared to undifferentiated cells (Fig. 4D). On day 8, it is noticed that the highest expression of *Nkx2.2* and *NeuroD1* was found in P.2.1, whereas the greatest expression of *Ngn3*, a master key for endocrine specification, was found in P.2.3. In addition, the immature pancreatic endocrine marker, *MafB*, was tremendously upregulated in P.2.2 and P.2.3 on day 8 compared to the undifferentiated cells (Fig. 4E). Moreover, P.2.2 and P.2.3 displayed the significant downregulation of *Hes1*, Notch target gene, on the last day of PE induction (Fig. 4F). 

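The relative mRNA expression of *Hes1* on day 8 of P.2.3 was 0.0933 ± 0.0158 (SD, n = 4), below that of every undifferentiated control (1 ± 0.991, exact Mann–Whitney U test, p = 0.0286). The size of the difference depended on the line. In lines 1 and 2 *Hes1* in PE cells was 0.677 times the controls of those lines, and in lines 3 and 4 it was 0.0482 times. The difference between these pairs was not tested. With the cell line as a factor, the limma model gave an adjusted p-value of 0.0506. The raw Ct of *Hes1* was close between lines, 26.9 ± 0.572 cycles in the controls and 29.2 ± 0.052 cycles in PE cells, while the *Gapdh* Ct implied by its ratios was 23.51 and 23.23 cycles in the controls of lines 1 and 2 and 26.04 and 26.15 cycles in those of lines 3 and 4. The ratio of the line 2 control equals the number that recurs among the *Hnf4a* ratios. With the median *Gapdh* Ct of the 6 genes in place of its own, a choice made after the values were seen, *Hes1* was 0.399 times the controls.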

Besides, compared with cAD-MSCs, P.2.1 increased the expression of *Cdkn1a*, a cell cycle regulator, on day 8, while the decreased expression was observed in P.2.2 and P.2.3 (Fig. 4G).

**Figure 4:**
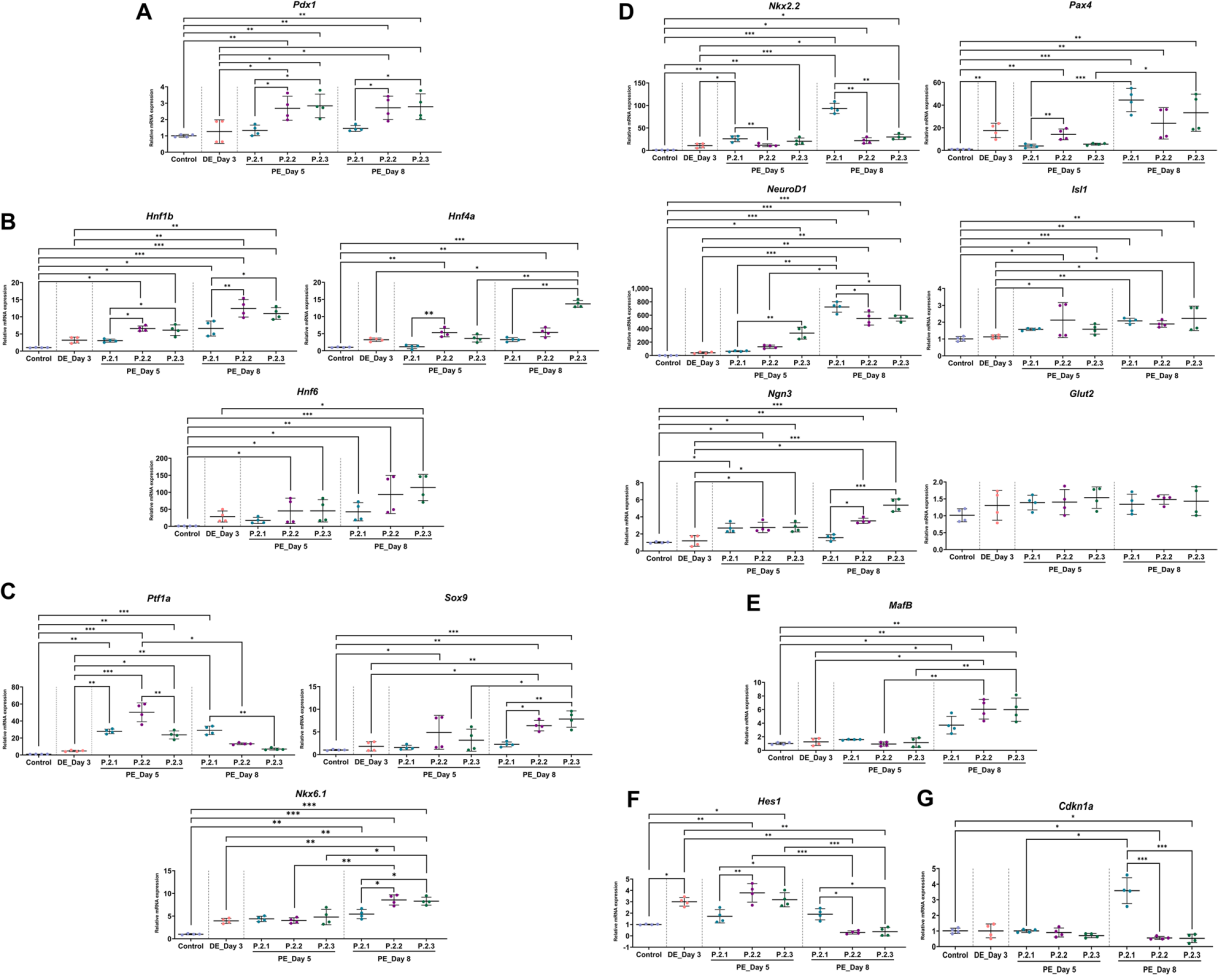
PE-related marker expression. The expression of mRNA markers relating to pancreatic endoderm (**A**), primitive gut and posterior foregut (**B**), pancreatic multipotent progenitor (**C**), endocrine precursors (**D**), immature pancreatic endocrine (**E**), caNotch pathway target gene (**F**), and a cell cycle regulator (**G**) was analyzed by RT-qPCR at day 3, 5 and 8 post-induction. Relative mRNA expression was normalized with the reference gene, and the undifferentiation control. Bars indicates the significant differences (*, *p* value < 0.05; **, *p* value < 0.01; ***, *p* value < 0.001).

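On day 8, 5 of the 6 genes measured in P.2.3 differed from the undifferentiated cells without overlap between the groups. Among them, *Hnf6*, *Ptf1a* and *Sox9* were higher and *Hes1* was lower, each with a Benjamini-Hochberg adjusted p-value of 0.0343 over the 6 exact Mann–Whitney U tests. The mean Ct of the other genes in place of *Gapdh* moved this count most, to 2 genes, 1 higher and 1 lower. That mean carries the induction of the other markers, by construction. The paper draws its conclusion on the combination of signaling modulators from all its results for this stage, of which the rise of these progenitor markers and the fall of the Notch target gene *Hes1* are a part.

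**Figure D2:**
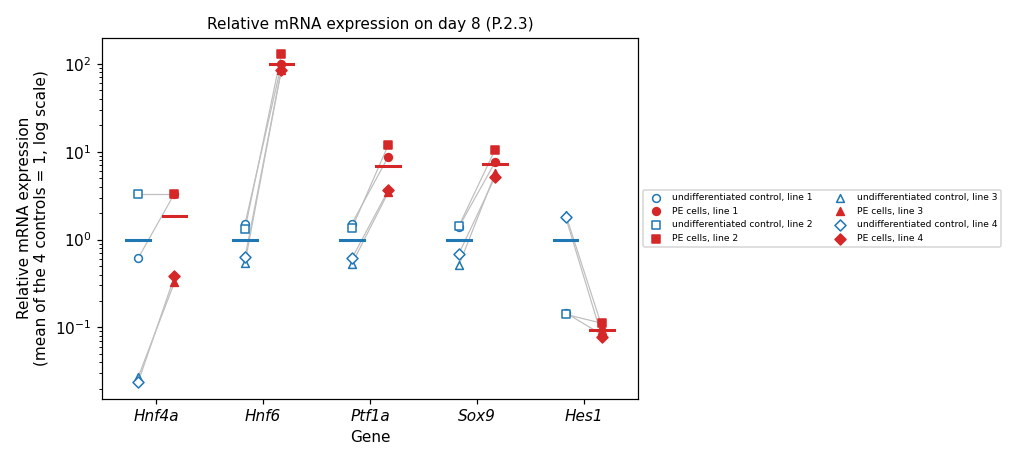
Relative mRNA expression of 5 of the 6 genes (horizontal axis) on day 8, on a log axis on which the mean of the 4 undifferentiated controls is 1. Open symbols are controls, filled symbols are PE cells, grey lines join samples of the same cell line, and bars mark group means. *Hnf6* lies highest, at least 99.6 on average, and the *Hes1* controls fall into lines 1 and 2, near the PE cells, and lines 3 and 4, far above them.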

Regarding all the results, the new combination of signaling modulators supports the PE development. Importantly, the obtained PE cells from P.2.3 showed the greatest PE-related mRNA expression.

### Combination of forskolin, PI3K inhibitor, and TGFβ inhibitor enriches the functional maturation of IPCs

Last induction, two cocktail media were established to effectively induce functional IPCs from PE precursors; formulas of protocol 3.1 (P.3.1) and protocol 3.2 (P.3.2) are defined in Fig. 5A. Therefore, PE colonies on day 8 were encapsulated in alginate gels, then the encapsulated PE were induced toward IPCs. Both protocols were still showing a 3D colony morphology during IPC induction period (Fig. 5B).

**Figure 5:**
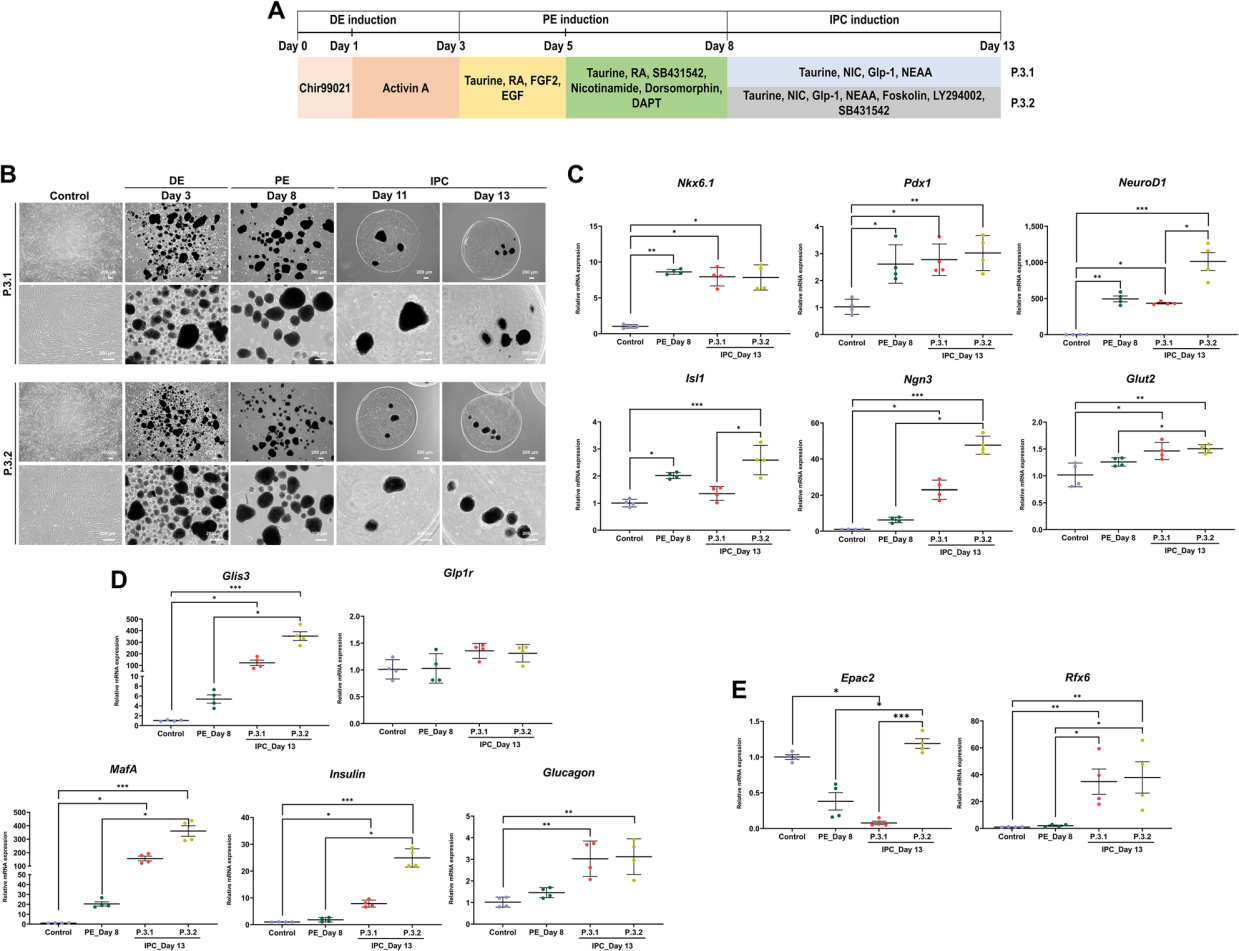
Generation of cAD-MSC-derived IPCs. The diagrams of two protocols used for the induction of cAD-MSC derived IPCs are shown in (**A**). Differentiation morphological appearances of cAD-MSCs toward IPCs were observed at day 8 and 13 post-induction (**B**). The expression of mRNA markers relating to PE precursors (**C**), mature endocrine progenitors (**D**), hormone release-related markers (**E**). Relative mRNA expression was normalized with the reference gene, and the undifferentiation control. Bars indicates the significant differences (*, *p* value < 0.05; **, *p* value < 0.01; ***, *p* value < 0.001).

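IPCs on day 13 of P.3.2 and undifferentiated cells of day 13 were compared in the 4 cAD-MSC lines, with 4 samples per group and the processing used for the earlier stages. P.3.1 is not analysed here, and neither is *Pdx1*. The comparison of IPCs with PE cells is not analysed here, because in the tables used no gene has values on both day 8 and day 13. The sample labels give the medium and the day but do not name the capsule, which the methods give as alginate or as alginate covered with pluronic F127. The samples could thus be the IPCs of Fig. 5 or the day 13 IPCs of Fig. 8. The *Gapdh* Ct that follows from the Ct and the ratio was 21.7 ± 0.132 cycles (SD, n = 4) in the controls and 26.9 ± 0.190 cycles in IPCs, taking the median over the 13 genes of each sample. This later *Gapdh* signal, by 5.13 cycles (exact two-sided permutation test, p = 0.0286), enters the relative expression of the IPC genes. It was found in 4 of the 5 *Gapdh* sets, with shifts from 5.08 to 5.64 cycles, while the set used for *Glut2* and *Glp1r* shifted by 1.89 cycles. Relative to *Gapdh*, 11 of the 13 genes were higher in every IPC sample than in every control and 0 were lower. By raw Ct, 3 genes were higher and 6 were lower without overlap.

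**Figure D3:**
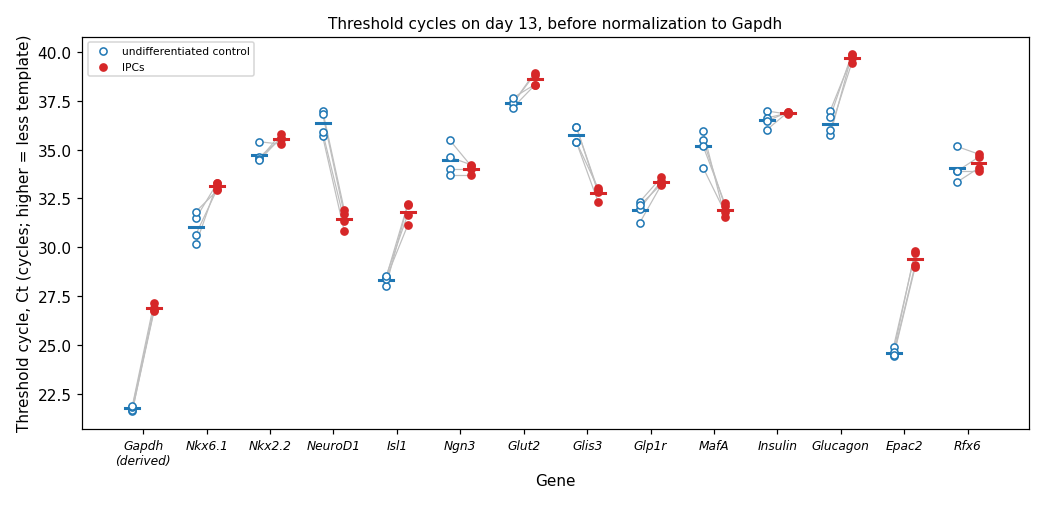
Ct in cycles (vertical axis, a higher Ct means less template) of *Gapdh*, derived from the deposited values, and of the 13 genes (horizontal axis) on day 13. Open circles are undifferentiated controls, filled circles are IPCs, grey lines join samples of the same cell line, and bars mark group means. *Gapdh* moves from 21.7 to 26.9 cycles, and only *NeuroD1*, *Glis3* and *MafA* come earlier in every IPC sample than in every control.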

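*NeuroD1* had the largest relative mRNA expression of the 13 genes in IPCs on day 13, 954 ± 248 (SD, n = 4), against 1 ± 0.422 in undifferentiated cells, and its Ct moved from 36.3 ± 0.658 to 31.4 ± 0.474 cycles. *Ngn3* had 44.8 ± 7.13 against 1 ± 0.431. Its Ct hardly moved, from 34.5 ± 0.794 to 34.0 ± 0.237 cycles, so that without division by *Gapdh* its relative value was 1.23 and its groups overlapped. The *Ngn3* Ct of control and IPCs was identical in line 2, at 34.02 cycles, and in line 4, at 33.69 cycles. In lines 1 and 3 it was earlier in IPCs. *Nkx6.1* was expressed at 7.32 ± 1.20, *Isl1* at 3.26 ± 1.24 and *Glut2* at 1.62 ± 0.192 (SD, n = 4). The IPC samples lay above all controls for each of these 5 genes (exact Mann–Whitney U test, p = 0.0286 each). Without division by *Gapdh*, however, the direction was opposite for *Nkx6.1*, *Isl1* and *Glut2*, with relative values of 0.212, 0.0958 and 0.439. *Glut2* had late Ct values, 37.4 ± 0.204 cycles in the controls and 38.6 ± 0.337 cycles in IPCs. Its *Gapdh* values differ from those of the other genes, and with the median *Gapdh* Ct of the 13 genes, a choice made after the values were seen, *Glut2* was 15.6 times the controls.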

Except for *Nkx6.1* gene, the mRNA expression of PE progenitor-related markers (*Pdx1*, *NeuroD1*, *Isl1*, *Ngn3*, and *Glut2*) was upregulated in P.3.2, compared to undifferentiated cells and PE cells on day 8 (Fig. 5C). Conversely, the downregulation trend of *Nkx6.1*, *NeuroD1*, *Isl1* was found in P.3.1 compared to PE cells (Fig. 5C). The expression of mature endocrine markers, including *Glis3*, *MafA*, *Insulin*, and *Glucagon*, was upregulated in both of protocols, compared with those from undifferentiation cells and PE cells (Fig. 5D). However, the highest expression of mature endocrine markers was explored in P.3.2. Furthermore, P.3.2 showed the upregulation of hormone release-related markers (*Epac2* and *Rfx6*), compared to undifferentiated cells and PE cells (Fig. 5E). 

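In IPCs on day 13 of P.3.2, *MafA* was expressed at 284 ± 24.4 and *Glis3* at 278 ± 78.3 (SD, n = 4) relative to undifferentiated cells, in which the SD was 0.630 and 0.287. Both also had an earlier raw Ct, from 35.2 to 31.9 cycles for *MafA* and from 35.8 to 32.8 cycles for *Glis3*. Their relative values without division by *Gapdh* were smaller, 8.45 for *MafA* and 7.79 for *Glis3*. *Insulin* was expressed at 27.2 ± 2.91 against 1 ± 0.263, and *Glucagon* at 3.32 ± 0.494 against 1 ± 0.354 (SD, n = 4). For all 4 genes, every IPC sample lay above every control (exact Mann–Whitney U test, p = 0.0286 each). The raw Ct of *Insulin* was 36.5 ± 0.402 cycles in the controls and 36.9 ± 0.055 cycles in IPCs, and that of *Glucagon* was 36.3 ± 0.579 and 39.7 ± 0.203 cycles, close to the limit of 40. Without division by *Gapdh*, the direction was opposite, at 0.754 for *Insulin* and 0.0919 for *Glucagon*. Within the lines, IPCs had 17.3 to 36.7 times the *Insulin* expression of their own control. P.3.1 and the comparison with PE cells are not analysed here.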

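Of the hormone release-related markers, *Rfx6* was expressed at 39.5 ± 12.2 (SD, n = 4) in IPCs on day 13 of P.3.2, and at 1 ± 0.437 in undifferentiated cells, with all IPC samples above all controls (exact Mann–Whitney U test, p = 0.0286). *Epac2* had 1.32 ± 0.360 (SD, n = 4) against 1 ± 0.172. Its IPC samples ranged from 0.948 to 1.69 and its controls from 0.804 to 1.22, so that the difference did not exceed the spread between lines (exact Mann–Whitney U test, p = 0.343). *Epac2* was higher than the control of the same line in 4 of 4 lines, by 1.10 to 1.56 times, and the limma model with the cell line as a factor gave an adjusted p-value of 0.192. That model draws its spread largely from the other genes of the day, so this value does not measure the spread of *Epac2* alone. The raw Ct went the other way for both genes, from 24.6 ± 0.213 to 29.4 ± 0.421 cycles for *Epac2* and from 34.1 ± 0.775 to 34.3 ± 0.429 cycles for *Rfx6*. Without division by *Gapdh*, the relative values were 0.0371 and 0.784. The comparison with PE cells is not analysed here.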

Although P.3.1 showed the trend of increasing *Rfx6* expression, the downregulation of *Epac2* was found in this protocol (Fig. 5E).

At day 13 of IPC induction, cAD-MSC-derived IPCs in both P.3.1 and P.3.2 were further evaluated the functional potential regarding the production of C-peptide upon glucose stimulation at two different concentrations, 5.5 mM and 22 mM. The findings showed that IPCs in both the protocols yield C-peptide under a basal condition, the higher production of C-peptide was found in P.3.2 (Fig. 6A). Moreover, IPCs from P.3.2 secreted C-peptide in concentration-dependent manner upon high (22 mM) glucose stimulation, compared to those from basal control and P.3.1 (Fig. 6A). In addition, immunocytochemistry staining was employed to confirm the expression of the crucial pancreatic islet-related hormones, Insulin and Glucagon. The result suggested that the expression of these proteins was observed on cAD-MSC-derived IPCs in both protocols on day 13 post-induction (Fig. 6B).

**Figure 6:**
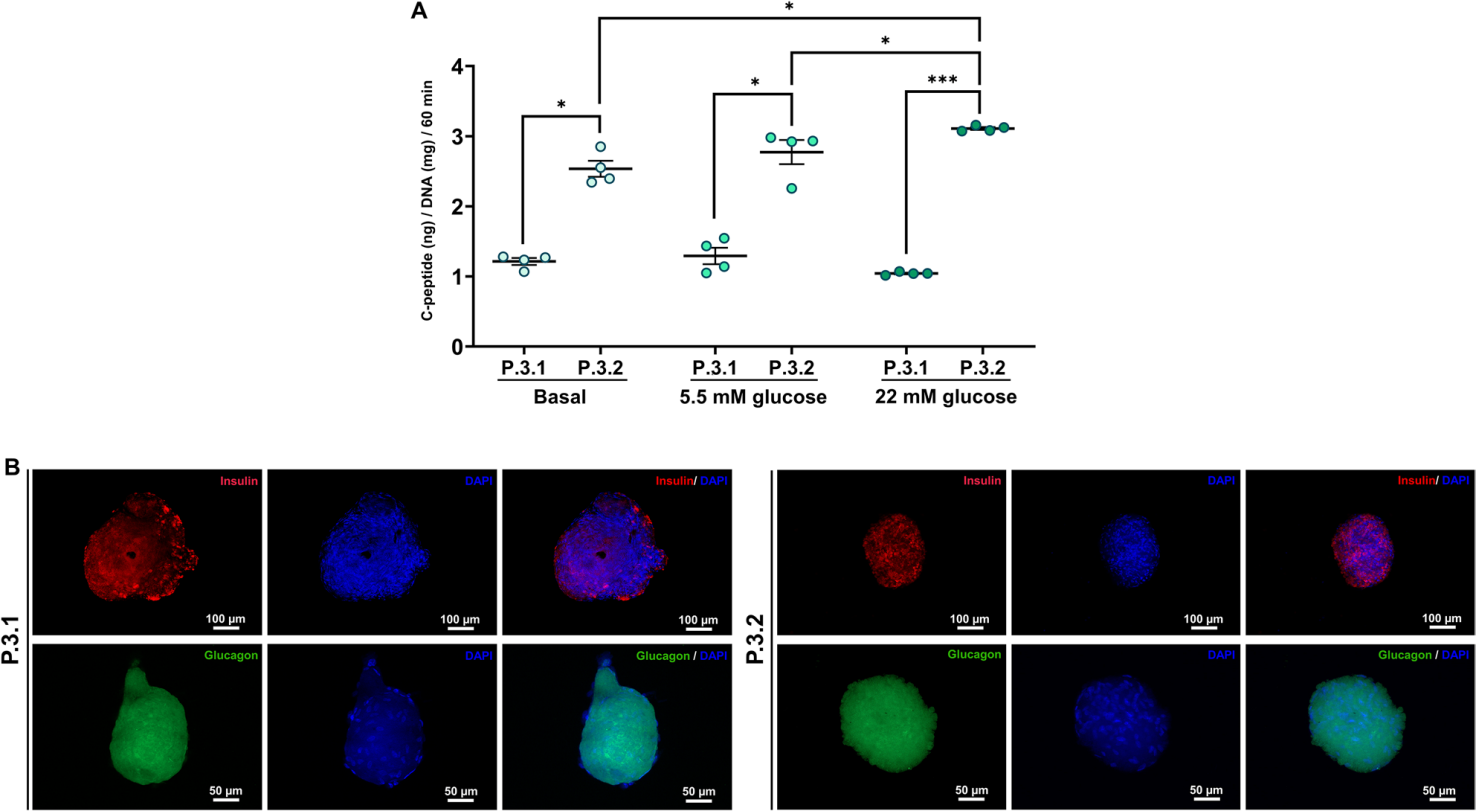
Functionality of cAD-MSC-derived IPCs. C-peptide secretion was determined by glucose-stimulated C-peptide secretion (GSCS) assay (**A**). The expression of Insulin and Glucagon by cAD-IPCs was detected by immunocytochemistry on day 13 by immunocytochemistry and observed under fuorescent microscope ZEISS Apotome.2 (Carl Zeiss, Germany) incorporated with Axio Observer Z1 and ZEN pro sofware (ZEISS International, Germany) at 10X (Insulin) and 20X (Glucagon) (**B**). Bars indicates the significant differences (*, *p* value < 0.05; ***, *p* value < 0.001).

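The 11 genes that separated the groups on day 13 of P.3.2 were all higher in IPCs, each with a Benjamini-Hochberg adjusted p-value of 0.0338 over the 13 exact Mann–Whitney U tests. *Nkx2.2*, which Fig. 5 does not show, was among them, with a relative mRNA expression of 27.7 ± 5.75 (SD, n = 4). *Glp1r* (1.35 ± 0.160) and *Epac2* overlapped with the controls (exact Mann–Whitney U test, p = 0.0571 for *Glp1r*). By raw Ct, *Nkx2.2* was 0.554 times and *Glp1r* 0.358 times the controls, opposite to the values relative to *Gapdh*. With the mean Ct of the other genes as the reference in place of *Gapdh*, 9 genes separated, with the directions found by raw Ct. That mean comes from the same raw Ct and carries the induction of the other markers, so it is not an independent check. The C-peptide and immunocytochemistry data are not analysed here. From the expression of the mature endocrine and hormone release-related markers and from the C-peptide secretion, the paper proposes that the inhibitors and forskolin in P.3.2 favour the maturation of IPCs.

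**Figure D4:**
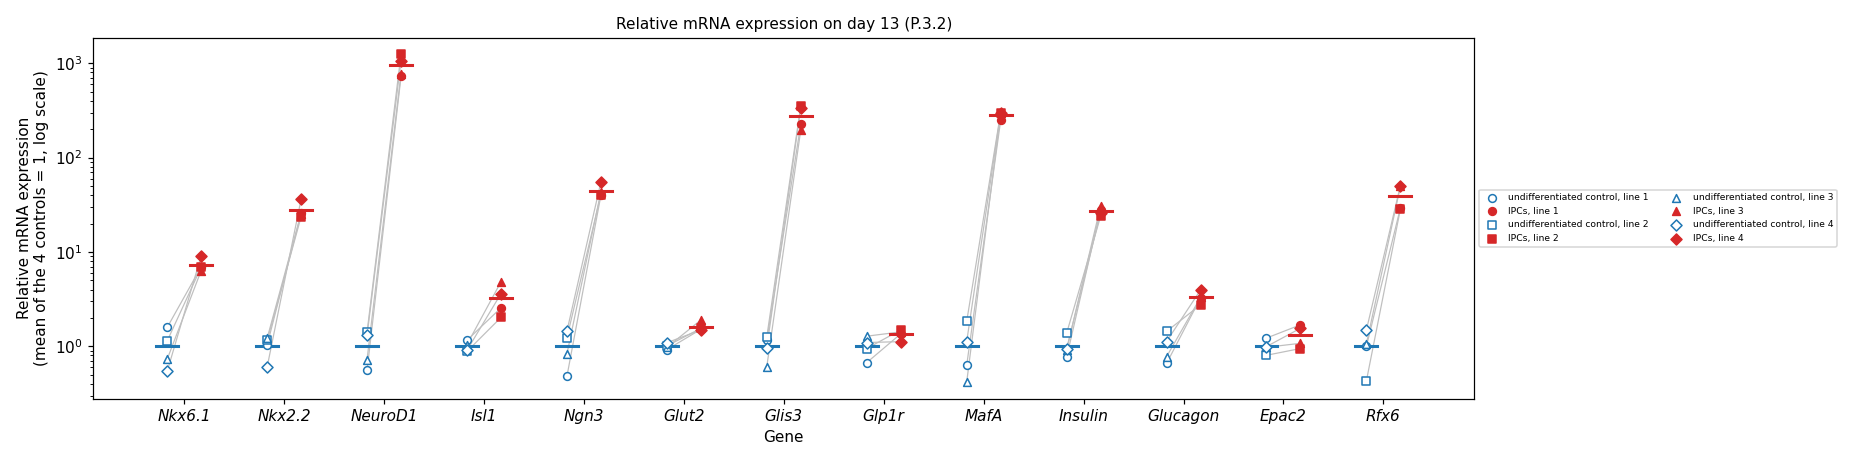
Relative mRNA expression of the 13 genes (horizontal axis) on day 13, on a log axis on which the mean of the 4 undifferentiated controls is 1. Open symbols are controls, filled symbols are IPCs, grey lines join samples of the same cell line, and bars mark group means. All values are relative to *Gapdh*. *NeuroD1*, *MafA* and *Glis3* lie highest, with means of 954, 284 and 278, and *Glp1r* and *Epac2* lie near the controls.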

Taken together, the results suggested that P.3.2 which used forskolin, PI3K inhibitor, and TGFβ inhibitor could have more positive effects on IPCs’ maturation from cAD-MSC-derived PE cells.

### Nourishment of specialized medium, VSCBIC-1, on ALGPA-encapsulated IPC’s sustenance

It is essential to generate ready-to-use (RTU) IPCs for in vivo application. Maintenance of ALGPA-encapsulated cAD-MSC-derived IPCs in vitro is required. Hence, three different media were chosen to maintain the ALGPA-encapsulated cAD-MSC-derived IPCs in vitro after 13 days of IPC induction process (Fig. 7A). Medium 4.1 (M.4.1) is normal DMEM, medium 4.2 (M.4.2) is an IPC induction medium (P.3.2), and medium 4.3 (M.4.3) is VSCBIC-1, our specialized medium^29^. PE progenitors on day 8 would be double encapsulated in ALGPA instead of only alginate. Morphological changes were observed for 2 weeks after 13 days of IPC induction process (Fig. 7B). Damaged IPCs were not found in ALGPA, but the colonies became smaller in all three media. All maintenance media showed the viability of ALGPA-encapsulated cAD-MSC-derived-IPCs until day 27 by live/death staining (Fig. 7C). The mass of non-viable cells was detected in all three media along the maintenance period. In addition, cAD-MSC-derived IPCs on day 27 in M.4.2 and M.4.3 exhibited the upregulation trend of PE mRNA markers (*Nkx6.1*, *Pdx1*, *Isl1*, and *Glut2*) compared IPCs from day 13 and IPCs from M.4.1 (Fig. 8A). Although the decreasing of *Ngn3* and *NeuroD1* was found in all media compared with IPCs on day 13, M.4.3 showed the insignificant decline (Fig. 8A). Interestingly, the increasing of *Nkx2.2* was showed in M.4.1 (Fig. 8A). In other hand, the upregualtion of mature endocrine markers (*Glis3*, *MafA*, *Insulin*, *Glucagon*, and *Glp1r*) and hormone release-related markers (*Epac2*, and *Rfx6*) was explored in M.4.2 and M.4.3 compared with undifferentiated cells, IPCs from day 13, and IPCs from M.4.1 (Fig. 8B,C). Although the proliferation marker, *Ki67*, of IPCs was lower expressed in M.4.2 and M.4.3 than M.4.1, the upregulation of a cell cycle regulator, *Cdkn1a,* was found in M.4.2 and M.4.3 groups (Fig. 8D,E).

**Figure 7:**
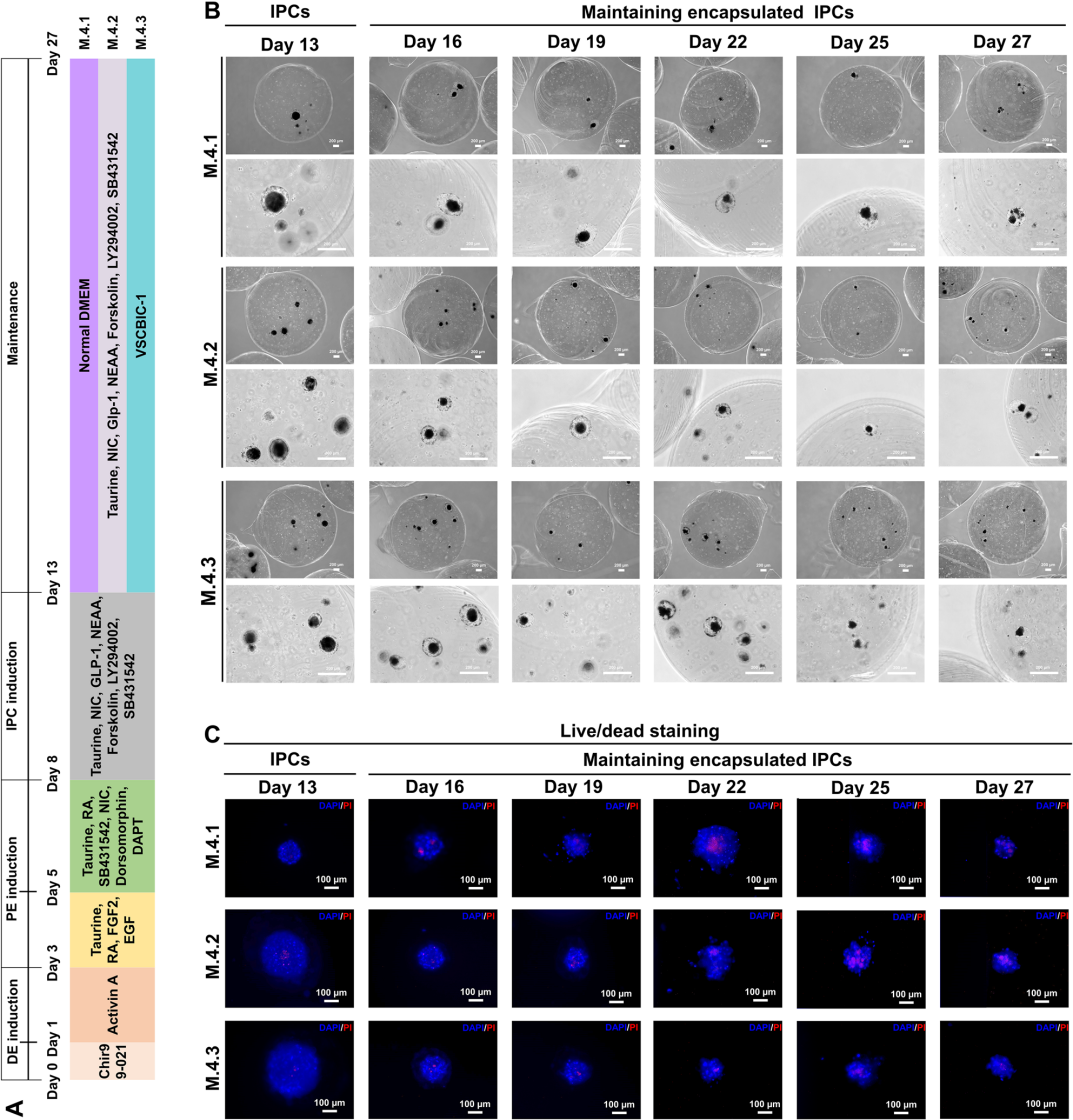
Morphological and viability evaluation of ALGPA-encapsulated cAD-MSCs-derived IPCs. The cAD-MSC-derived IPC induction diagram and media maintaining IPCs encapsulated in ALGPA are shown in (**A**). ALGPA-encapsulated cAD-MSCs-derived IPCs’ morphological appearances were observed at day 13, 16, 19, 22, 25, and 27 post induction (**B**). The viability evaluation of encapsulated cAD-MSC-derived IPCs was determined by live/dead staining (**C**).

**Figure 8:**
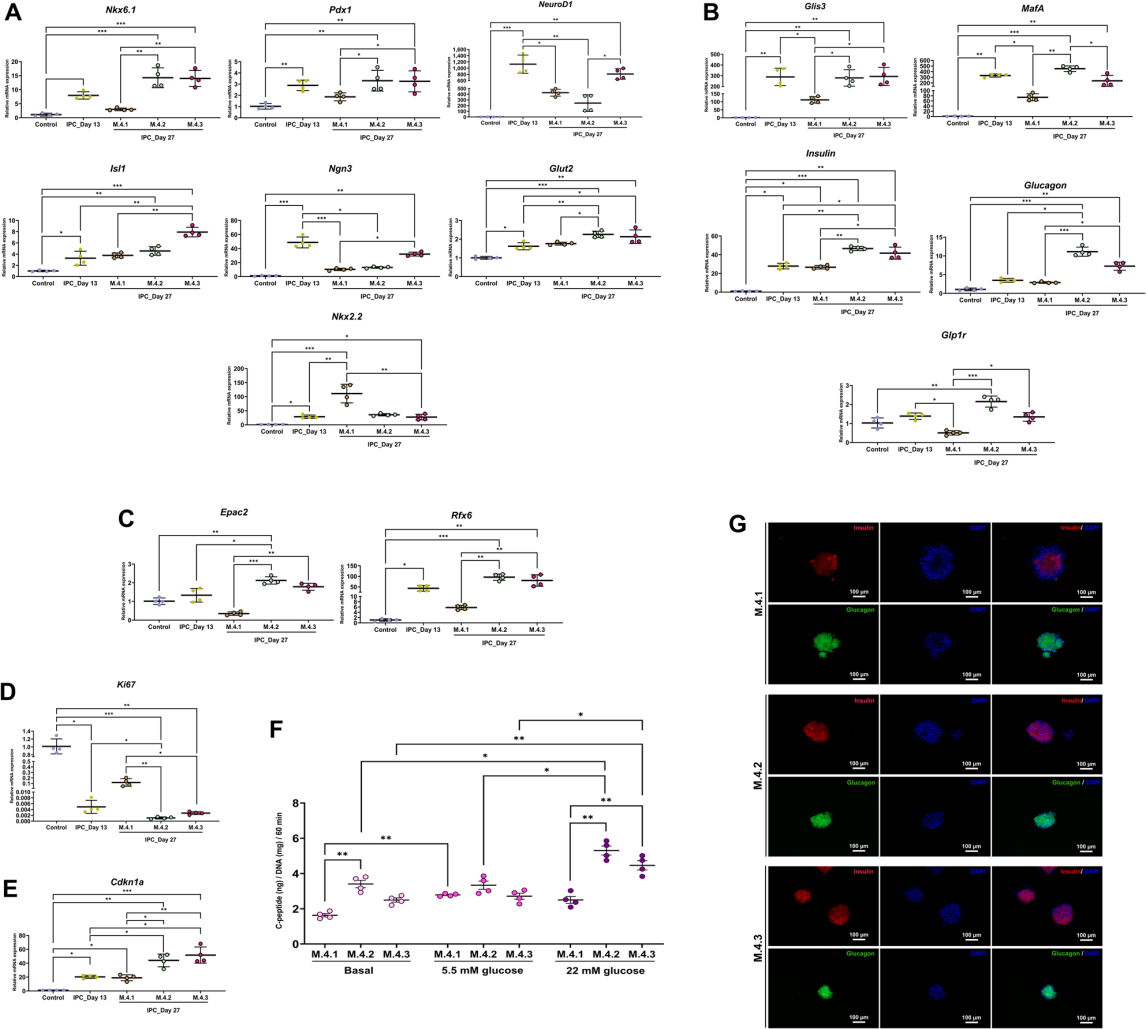
Sustainable functionality of VSCBIC-1 on ALGPA-encapsulated cAD-MSCs-derived IPC maintenance. The expression of mRNA markers relating to PE precursors (**A**), mature endocrine progenitors (**B**), hormone-releasing markers (**C**), a proliferation marker (**D**), and a cell cycle regulator (**E**) was analyzed by RT-qPCR at day 27 post-induction. C-peptide secretion was determined by glucose-stimulated C-peptide secretion (GSCS) assay (**F**). The expression of Insulin and Glucagon by cAD-IPCs was detected on day 27 by immunocytochemistry and observed under fuorescent microscope ZEISS Apotome.2 (Carl Zeiss, Germany) incorporated with Axio Observer Z1 and ZEN pro sofware (ZEISS International, Germany) (**G**). Relative mRNA expression was normalized with the reference gene, and the undifferentiation control. Bars indicates the significant differences (*, *p* value < 0.05; **, *p* value < 0.01; ***, *p* value < 0.001).

The functional property was evaluated by the level of C-peptide secretion (Fig. 8F). The result showed the trend of concentration-dependent response upon 22 mM glucose stimulation in M.4.2 and M.4.3 groups, while M.4.1 exhibited the releasing of C-peptide level response to 5.5 mM glucose stimulation. Additionally, the protein expression of Insulin and Glucagon was done using immunocytochemical staining. The result confirmed that both hormones were detected in all maintenance media (Fig. 8G).

According to the results, the utilization of VSCBIC-1 reveals the preservation effect of ALGPA-encapsulated cAD-MSC-derived IPCs together with the maturation of produced IPCs.

## Discussion

The concept of stem cell therapy holds gigantic promise for treating diabetes^30^, MSCs provide an auspicious platform to produce clinically applicable IPCs^31–37^. In this study, cAD-MSC induction protocol toward mature IPCs and the enriched medium for preserving AGLPA-encapsulated cAD-MSC-derived IPCs were established to produce RTU IPCs. The cAD-MSCs were isolated, cultured, and expanded following our previous report^38^. These isolated cAD-MSCs were then defined following the International Society for Cellular Therapy (ISCT)^39^, they presented fibroblast-like cell sharp, adherent to culture plastic. In addition, pluripotent markers *Oct4* and *Rex1* were expressed, which reflects the multipotent and proliferative properties^40,41^. Furthermore, MSCs were required to exhibit CD73, CD90, CD44, and CD29 surface markers, and lack expression of CD45 marker^39^. Similar to our result, other previous studies also illustrated low expression of CD73 on various types of cMSCs, even on MSCs of some other animals^42,43^. It is noted that CD73 expression could be different among various sources and species. Moreover, the isolated cells showed capacity toward adipogenic, chondrogenic, osteogenic differentiation as same as previous studies^41,44–48^. All these evidences reflect the potential and homogeneity of the isolated cAD-MSCs.

Currently, various differentiation protocols of IPCs were published^49–54^. The strategies of these protocols were established on ESCs and iPSCs. Although ESC-derived IPCs have achieved positive outcomes of insulin-secreting regulation in clinical trials^55,56^, ESCs are acrimoniously encountering with ethical issues^55–57^. Alternatively, iPSCs, which are generated from somatic cells, are promoted due to avoiding from the ethics and resolving MSC’s drawbacks^58^. Nevertheless, iPSCs need to overcome other challenges, including tumorigenicity, and genetic instability^59,60^. In 2020, Adrian et al. conducted the generation of good manufacturing practice (GMP)-grade iPSC-MSCs for using in clinical trials, which overcame the risk of teratoma formation by a filtration process^61^. However, almost cell reprogramming is often made using viral vectors which is a serious concern^62–64^, and the simpler and cost-effective method is required for preventing teratoma formation^65^. Compared to ESCs and iPSCs, adult tissue-MSCs are inherently restricted by imperfect capacity of proliferation and weakened differentiation capacity with prolonged culture and high passage number^66,67^, but MSCs are exempted from the ethical limitations and iPSC’s restrictions. Furthermore, MSCs are widely used in clinical trials^68^, thus MSCs are offered as a good candidate for IPC generation^16^. The MSC-based protocols mainly comprise of three differentiation stages^16,38,69–71^. The different stages for MSCs are DE, PE progenitors, and IPC maturation. Although IPCs could be produced from cAD-MSCs with the simple three-stepwise protocol^69,70^, their function is still hamperred^38^. Here, we illustrated that the modified three-stepwise protocol could improve the in vitro functional IPC differentiation from cAD-MSCs.

As the first step of IPC-derived MSCs, DE formation is a prerequisite for generating efficient pancreatic lineage from MSCs^72^. In previous studies, Activin A and Chir99021 were known as the potential small molecules on DE development^38,69,70,73^. Although the independent utilization of Chir99021 and Activin A could induce DE from stem cells^74–77^, the cooperation of Chir99021 and Activin A could optimize for inducing DE cells^76,77^. Here, Chir99021, a strong indirect activator of the canonical Wnt-pathway via inhibition of GSK3β signaling pathway, allows MSCs differentiate into ME, a mesendoderm lineage^76,77^. Subsequently, DE is induced from ME by treating with Activin A which is known as an endogenous noggin^25,26,73,78^. The cascade of ME specification before DE is considered as physiologically relevant^79^. Previous studies found that at ME stage, the cells expressed *Mixl1*, *Eomes*, and *GSC* and at DE stage expressed *Gata4/6*, *Sox17*, and *Cxcr4*, meanwhile the roles of these markers are modulating the cell’s decision deriving to ME and DE states^63,80–84^. Therefore, in various previous research, the expression of *Mixl1*, *Eomes*, *GSC*, *Gata4/6*, *Sox17* and *Cxcr4* transcripts was used as crucial markers to confirm the ME and DE cells^76,77^. In this study, we analyzed the expression of these transcript markers to assess the ME and DE formation of both protocols. Our findings showed that the expression of ME markers, *Eomes* and *GSC*, was found the significant upregulation after treating Chir99021 for 24 h. The later generation of DE was defined by Activin A through the upregulated expression of *Sox17*, *Gata4*, *Gata6*. Together, these results demonstrated that Chir99021 synergizes Activin A to effectively generate DE cells from cAD-MSCs.

Next, DE cells from previous step were induced into PE cells. Importantly, PE progenitors represent a critical step of in vitro IPC differentiation^85,86^. In natural pancreatic development, it is required the development of DE into primitive gut, posterior foregut, and PE precursors, respectively^85–87^. Our study found that the combination of small molecules in PE induction medium, which consisted of taurine, retinoic acid (RA), FGF2, EGF, SB431542, dorsomorphin, nicotinamide (NIC), and DAPT, show the positive outcome, especially P.2.3. Here, the group treated with taurine alone revealed the hasty differentiation by the greater expression of endocrine percussor markers (*Nkx2.2*, *Pax4*), however, they showed the lowest expression of *Pdx1* and *Nkx6.1*, pancreatic endoderm and multipotent progenitor markers, which could cause the undesired commitments of the cell’s fates^88,89^. It is noticed that EGF, epidermal growth factor, could promote the proliferation of *Sox9*/*Pdx1*-positive pancreatic progenitors^90^. We found that the using of EGF in early pancreatic differentiation (P.2.3) resulted the most efficient induction of Ngn3-positive PE precursors, while the using of EGF in late pancreatic differentiation stage (P.2.2) confined the differentiation of Ngn3-positive PE cells. Previous study reported that the presence of EGF was able to repress the differentiation of PE cells^91^. In several research on vertebrates, the important role of RA in pancreatic developments were detailly described^92,93^, while FGF2, a factor of notochord, is required to initiate for pancreatic development by inhibiting Shh expression^94–96^. Our result also defines the role of RA and FGF2 in the early pancreatic development by showed the increased expression of the primitive gut and posterior foregut markers (*Hnf1b*, *Hnf4a*, *Hnf6*) and pancreatic endoderm marker (*Pdx1*). Combination of RA, dorsomorphin, and SB431542 achieved the effective commitment on Pdx1-positive cell induction^75^. Also, another previous study showed that the cocktail including EGF, BMP inhibitor, and NIC boosted the induction of *Nkx6.1*, another crucial regulator of pancreatic islet development^97^. DAPT, known as an inhibitor of Notch signaling pathway, directly represses the expression of *Hes1* (Notch targeted gene)^98^*.* Transcription of *Hes1* gene inhibits the promotion of *Ngn3* gene^99^, while *Ngn3* expression is essentially required for endocrine cell development^98^. Our previous studies proved that the inhibition of Notch signaling during PE induction benefits IPC generation from MSCs^38,69^. Although RA could also suppress the *Hes1* expression indirectly^93^, further analyses are still required. BMP antagonism dorsomorphin inhibited Smad1/5/8 phosphorylation to expand the levels of *Ins* expression, which affected the production of essential hormone “Insulin” in β-cell development process^100,101^. Moreover, the inhibitor of TGFβ type I receptor, SB431542, also promotes the increased the expression of *Ins*^101^. Interestingly, our discovery revealed that the upregulation of *Sox9*, *Nkx6.1*, *Pax4*, *NeuroD1*, *Isl1*, and *Ngn3* was found by combined treatment with RA, SB431542, dorsomorphin, NIC, and DAPT. Furthermore, our study also found that a modified medium P.2.3 restricted the expression of *Cdkn1a*, a cell cycle regulator, during PE induction process. *Cdkn1a* was known that it plays a critical role in the cellular mediation by the overexpression of *Cdkn1a* results in cell cycle arrest^102^. Therefore, the suppression of this marker means the proliferative ability of IPCs. However, the further evaluation is still required. In summary, cAD-MSC-derived PE progenitors could be enriched when cAD-MSC-derived DE cells were treated with the combination of taurine, RA, FGF2, and EGF for 2 days, and then the mixture of taurine, RA, SB431542, dorsomorphin, NIC, and DAPT for 3 days.

Regarding the natural pancreatic development, PE cells can give rise to all types of pancreatic islets (alpha, beta, delta, epsilon, and upsilon)^85–87^. Therefore, the generation of islet β-like cells, which can secrete insulin responding to glucose stimulation, is the aim of in vitro IPC induction^33,85–87^. Unfortunately, cAD-MSC-derived PE colonies tend to lose their shape and decrease their number after the PE induction process (not shown data), this problem was also found in a previous study^103^. Meanwhile, the entrapment of 3D-PE organoids not only maintains their shapes, but also improves their differentiation property and hormone synthesis^103–106^. Hence, cAD-MSC-derived PE colonies were encapsulated in alginate gel before they were induced to IPCs. In this study, the functional IPC generation was found when PE precursors were treated with the mixture of taurine, NIC, Glp-1, NEAA, forskolin, LY294002, and SB431542. Forskolin and Glp-1 play important roles in insulin releasing process via the membrane adenylate cyclase (AC) cascade to covert ATP to cAMP, then modulate insulin secretion via PKA and PKC pathway. Forskolin directly stimulates AC, while Glp-1 will stimulate after the binding to its receptor^107–109^. Moreover, the inhibition of SB431542 via the TGFβ/ALK5 pathway could induce the expression of *MafA* and *NeuroD1* because of the upregulation of Foxo1 protein^108^. The inhibition of phosphoinositide 3-kinases (PI3K)/AKT pathway, LY290042, also potentiates the functional maturation of IPCs^51,110^. Here, *MafA*, *Insulin*, and *Glucagon* were the essential markers for islet maturation^111^, while *Glut2, Epac2* and *Rfx6* were reported to increase the IPC-related hormone secretion capacity^107–109,112,113^. Interestingly, we found that the expression of *MafA*, *Insulin*, *Glucagon*, *Glut2, Epac2* and *Rfx6* was upregulated in cAD-MSC-derived IPCs treated with P.3.2 (the combination of taurine, NIC, Glp-1, NEAA, forskolin, LY294002, and SB431542). Subsequently, the trend of concentration-dependent response upon 22 mM glucose stimulation was also discovered. Moreover, the higher expression of *Ngn3* was found on day 13 compared to PE at day 8, thus this cocktail, named “P.3.2” could stimulate the production of PE precursors alongside the mature IPCs. Hence, the IPCs on day 13 contained not only mature IPCs but also *Ngn3*-expressing PE cells, the similar results were also found in earlier studies^114–116^. These evidences indicate that cAD-MSC-derived PE can be more likely to undergo differentiation into IPCs by treatment with the combination of taurine, NIC, Glp-1, NEAA, forskolin, LY294002, and SB431542.

According to our previous study, although cAD-MSCs showed as the potential MSC candidate for IPC generation from a simple three-stepwise induction protocol and low attachment culture technique, the trend of glucose-responsive C-peptide secretion upon high (22 mM) glucose stimulation was not found different compared to normal (5.5 mM) glucose condition^38^. In this study, we improved the three-stepwise induction protocol through establishing the new microenvironment manipulation of each step. Interestingly, our modified induction protocol showed the improvement of cAD-MSCs-derived IPC generation. The trend of concentration-dependent response upon high (22 mM) glucose was notably superior compared to basal and normal (5.5 mM) conditions which reflects the glucose sensing of generated IPCs. Therefore, IPCs from the modified protocol may show sufficient function for improving hyperglycemic state in vivo*.*

The entrapment of IPCs in alginate not only maintains 3D-floating colony shape, but also enhances differentiation and hormone synthesis^103–106^. Besides, the aims of encapsulation are to immobilize the implants as well as build a wall from the body’s immune system for in vivo application^117^. Several previous studies were reported that the encapsulation of pancreatic islet, IPCs from ESCs and iPSCs using alginate could maintain the viability and functionality both in vivo and in vitro^53,104,105,118–120^. However, a greatest obstacle of monolayer capsule is the protrusion of cells. Our previous study showed that ALGPA-encapsulated hDPSC-derived IPCs can be preserved their viability and functionality^24^. Thus, ALGPA encapsulation may solve protrusion of IPCs and create favorable conditions for clinical treatments. In this study, we hypothesized that the in vitro preservation of ALGPA-encapsulated cAD-MSC-derived IPCs can provide the availability of IPCs for in vivo application requirements.

Here, three media were employed to investigate the preservation of ALGPA-encapsulated cAD-MSC-derived IPCs; M.4.1 (normal DMEM), M.4.2, and M.4.3 (VSCBIC-1). The specialized medium, VSCBIC-1, could maintain the morphology, viability, and functionality of mouse islets^29^. In addition, VSCBIC-1 could resuscitate the impaired islets derived from gut leak-induced IL-10 knockout mice^29^. Excitingly, the result showed that VSCBIC-1 could help to preserve viability of the outer cells in colonies after 13 days of IPC induction. In contrast, we found mass of non-viable cells in the core of encapsulated IPC colonies that was correlated to our previous study^24^. Additionally, we analyzed the expression of *Cdkn1a* which could activate anti-apoptosis and response to DNA damage or metabolic stress for supporting the cell survival^121,122^, and the better upregulation of *Cdkn1a* was found in VSCBIC-1.

Moreover, VSCBIC-1 improved functionality of ALGPA-encapsulated cAD-MSC-derived IPCs. Interestingly, the maintained upregulation of *Ngn3* was also found in VSCBIC-1. Likewise, it has been reported that taurine, an essential amino acid, affects the pancreas development, enhances and maintains the endocrine function, and increases the size and number of the islets^123^. Also, NIC, a form of vitamin B, acts as a poly (ADP-ribose) polymerase inhibitor that is used to promote MSCs homing functional PE/IPCs and preserve the islet viability and function by protection of NAD^+^/NADH ratio^117,124^. Thus, both taurine and NIC are used during differentiation into PE/IPCs and in vitro preservation. Which both small molecules were contained in both M.4.2 and M.4.3. On other hand, our observations suggested that the long-term induction with forskolin, LY294002, and SB431542, resulted in over-maturation of cAD-MSCs-derived IPCs as the extremely higher expression of markers in regard to IPC’s maturation, the lower expression of *Ngn3* and the tremendously highest C-peptide secretion were detected on day 27 post-induction.

Briefly, VSCBIC-1 medium preserves the colonies in both PE and premature/mature IPC statuses until day 14 since the last day of the IPC induction, while the IPCs in P.4.2 medium were seemingly found in mature IPC status. Additionally, the colony population in VSCBIC-1, which contains both PE and premature/mature IPCs, is suitable for transplantation with the following reasons. First, in vitro generated PE/premature IPCs would get more maturation after transplantation^125–130^. Second, PE cells could be able to take a longer than mature IPCs for achieving the reversed hyperglycemia in DM patients due to the prolonged maturation period in vivo^129,131–133^. Third, downregulation of *Ki67* from IPCs in VSCBIC-1 indicated that the proliferation is inhibited, this might be safe for transplantation because of restricted invasion capacity^134–136^. Fourth, the ability on releasing insulin/C-peptide upon high glucose stimulation was still responded when they were maintained in VSCBIC-1. Moreover, a lower expression of HLA on hESC-derived PE/premature IPCs permits maintenance of immune privilege^137^, this also indicated that PE/premature IPCs are more suitable for transplantation. Taken together, the potential of VSCBIC-1 medium is not only in preservation of IPCs, but also in production of RTU cAD-MSC-derive IPCs.

## Conclusion

Briefly, we established the three-stepwise protocol for generating IPCs from cAD-MSCs for 13 days. Combined management of small molecules could induce proficient differentiation into DE, PE precursors and IPCs. Our findings suggested that cAD-MSC-derived IPCs could be well-generated with our modified protocol. Moreover, these present results approved that the viability and functionality of ALGPA-encapsulated cAD-MSC-derived IPCs can be preserved for 14 days in specialized medium VSCBIC-1. For the further study, in vivo study is required to evaluate the safety and potential of clinical application of ALGPA-encapsulated cAD-MSC-derived IPCs.

## Materials and methods

### cAD-MSC isolation and culture

All procedures were conducted in compliance with the ARRIVE guidelines and according to regulations approved by the Institutional Animal Care and Use Committee (IACUC), Faculty of Veterinary Science, Chulalongkorn University (Animal Use Protocol No. 1531072). According to the inclusion criteria, four healthy dogs aged from 10 months to 5 years old were recruited (all dogs weighted over 5 kg) with their owner’s consent. Each of cAD-MSC line, which was collected from each donor dog (n = 4), was used in this study. Briefly, biopsied adipose tissues were collected from abdominal fat after anesthesia by veterinarians at Small Animal Hospital, Chulalongkorn University. cAD-MSCs were isolated following our previous study^38^, and they were reserved in the cell inventory for this study. In brief, adipose explants were washed twice with Phosphate Buffer Saline (PBS, Thermo Fisher Scientific Corporation, USA) before they minced and incubated in Cell Recovery Solution (Corning, USA) for 2 h at 37 °C. Then, the mixture was passed through the Falcon 70 µm Cell Strainer (Corning). Cells were collected by centrifuge at 2000 rpm for 5 min, and then resuspended and cultured onto T-75 flasks (Corning) contained Dulbecco’s Modified Eagle Medium (DMEM, Thermo Fisher Scientific) under 37 °C, 5% CO_2_ in humidified environment. The medium was supplemented with 10% Fetal Bovine Serum (FBS, Thermo Fisher Scientific), 1% GlutaMAX™ (Thermo Fisher Scientific), and 1% Antibiotic–Antimycotic (Thermo Fisher Scientific). Cells were subcultured once 80% confluence was reached. Cells at passage 3–5 were used for all experiments.

### Characterization and multilineage differentiation potential assay

cAD-MSCs were characterized by cell morphology under a phase-contrast microscope, and mRNA expression relating to stemness markers (*Oct4* and *Rex1*) and a proliferation marker (*Ki67*) by RT-qPCR. Besides, MSC-related surface markers were analyzed by flow cytometry. In particular, the cells were stained with FITC-conjugated mouse anti-human CD45 antibody (BioLegend, USA), mouse anti-human CD73 monoclonal antibody (Thermo Fisher Scientific) and FITC-conjugated goat anti-mouse immunoglobulin G (IgG) secondary antibody (BioRad, USA), PE-conjugated rat anti-dog CD90 monoclonal antibody (eBioscience, USA), Alexa Fluor 488-conjugated rat anti-dog CD44 antibody (BioRad), PE-conjugated mouse anti-human CD29 monoclonal antibody (Bio Legend). FITC-conjugated mouse IgG1 kappa Isotype (BioLegend), mouse IgG2a kappa Isotype (Thermo Fisher Scientific), PE-conjugated rat IgG2b kappa Isotype (eBioscience), Alexa Fluor 488-conjugated rat IgG2a Isotype (BioRad), PE-conjugated mouse IgG1 kappa Isotype (BioLegend) were used as isotype controls. The results were analyzed using a FACScalibur flow cytometer with CellQuest software (BD Bioscience, USA).

Differentiation potentials of cAD-MSCs were investigated using adipogenic, osteogenic, and chondrogenic induction protocols according to our previous study^41,69,138^.

For adipogenic differentiation, 3 × 10^4^ cAD-MSCs were seeded onto a 24-well culture plate and treated with adipogenic induction medium supplemented with 10% FBS, 0.1 mg/mL insulin (Sigma), 1 μM dexamethasone, 1 mM 3-isobutyl-1-methylxanthine (IBMX, Sigma), and 0.2 mM indomethacin (Sigma) for 28 days^41,69,138^. Afterwards, the intracellular lipid droplets were detected with Oil Red O (Sigma) staining and the expression of adipogenic mRNA markers (*Leptin*, and *LPL*) was assessed by RT-qPCR.

For osteogenic differentiation, cAD-MSCs (2.5 × 10^5^ cells/well) were seeded onto 24-well culture plate (Corning) and induced with osteogenic induction medium contained DMEM supplemented with 10% FBS, 50 mg/mL ascorbic acid (Sigma, USA), 100 mM dexamethasone (Sigma), and 10 mM β-glycerophosphate (Sigma) for 14 days^69^. Extracellular matrix (ECM) mineralization was detected using Alizarin Red S (Sigma) dye. Osteogenic mRNA markers (*Runx2* and *Ocn*) were determined by RT-qPCR.

For chondrogenic differentiation, cAD-MSCs were induced in chondrogenic induction medium comprised of 15% FBS, 0.1 μM dexamethasone, 50 mg/mL L-ascorbic-2–2-phosphate (AA2P, Sigma), 4 mg/mL L-proline (Sigma), 2% antibiotic–antimycotic, and 10 ng/mL transforming growth factor (TGF)-β3 (Sigma), and 1% insulin-transferrin-selenium (ITS, Thermo Fisher Scientific) for 21 days^41,69,138^. Subsequently, glycosaminoglycan formation was detected by Alcian Blue (Sigma) staining and the expression of chondrogenic mRNA markers (*Sox9* and *Col2a1*) was evaluated by RT-qPCR.

### In vitro insulin-producing cell differentiation

The protocol of insulin-producing cell (IPC) induction was separated into three main stages including definitive endoderm (DE), pancreatic endocrine progenitors (PEP), and insulin-producing cells (IPCs). All induction media were using DMEM as the basal media which were not adding any FBS, called “serum-free media (SFM)”.

For DE induction, cells were collected by trypsinization and centrifuge at 2000 rpm, 4 °C for 5 min. Then, a million of cells was induced into DE with 2 different protocols. In P.1.1, the cells were cultured in SFM-1.1 supplemented with 1% ITS, 1% BSA (Cohn fraction V, fatty acid free, Sigma), 4 nM Activin A (Sigma), and 1 nM sodium butyrate (Sigma) for 3 days. In P.1.2, the cells were cultured SFM-1.2 supplemented with DMEM supplemented with 1% BSA, 4 nM Chir99021 (Sigma), and 1 nM sodium butyrate for a day before changing to SFM-1.1 for 2 days.

For PE precursor induction, DE clusters were induced into PE with 3 different protocols. In P.2.1, SFM-2.1 contained 1% BSA, 1% ITS, and 0.3 mM taurine (Sigma) was utilized for 5 days. In P.2.2, DE clusters were cultured in SFM-2.2.1 supplemented with 1% BSA, 1% ITS, 0.3 mM taurine, and 20 ng/mL bFGF (Sigma) for 2 days, then the medium was changed to SFM-2.2.2 which was supplemented with 1% BSA, 1% ITS, 0.3 mM taurine, 2 µL retinoic acid (RA, Sigma), 10 mM nicotinamide (Sigma), 25 µL DAPT (Sigma), 1 µL dorsomorphin (Sigma), 10 µL SB431542 (Sigma) and 50 ng/mL EGF (Sigma) for 3 days. In P.2.3, DE clusters were culture in SFM-2.3.1 supplemented with 1% BSA, 1% ITS, 0.3 mM taurine, 20 ng/mL bFGF and 50 ng/mL EGF for 2 days, then the medium was replaced by SFM-2.3.2 contained 1% BSA, 1% ITS, 0.3 mM taurine, 2 µM RA, 10 mM nicotinamide, 25 µL DAPT, 1 µM dorsomorphin, and 10 µM SB431542, and cultured for 3 days.

When the PE induction protocol was verified, PE cells were continually differentiated toward IPCs after they were encapsulated with alginate gel (Sigma). Two different protocols were utilized to induce PE cells to IPCs for 5 days. P.3.1 was made by DMEM supplemented with 1% BSA, 1% ITS, 3 mM taurine, 1 mM nicotinamide, 100 nM glucagon-like peptide-1 (GLP-1, Sigma), and 1% non-essential amino acids (NEAA, Sigma). P.3.2 was supplemented 1% BSA, 1% ITS, 3 mM taurine, 1 mM nicotinamide, 100 nM GLP-1, 1% NEAA, 10 µM SB431542, 10 µL forskolin (Sigma), and 10 µM LY294002 (Sigma).

### Encapsulation

The protocol of colony encapsulation was followed by a previous report^24^, cAD-MSC-derived colonies were harvested and resuspended in 2% alginate solution. Sterile polystyrene syringe and 22G needle (Nipro, Japan) were used to generate alginate beads. Drops of beads were collected in 100 mM CaCl_2_ (Sigma-Aldrich) under stirring conditions, and then washed by Krebs–Ringer- Hepes (KRH) containing CaCl_2_ buffer. For double-layer encapsulation, a cold solution of 30% pluronic F127 was added to cover all surfaces of alginate beads at room temperature (RT).

### Maintenance of the alginate/Pluronic acid-encapsulated IPC’s function in vitro

Subsequently of IPC induction, three different media were applied to consider the maintenance ability of the IPCs’ function and viability in vitro. M.4.1 is basic DMEM with 10% FBS. M.4.2 is an IPC induction medium (P.3.2). M.4.3 is VSCBIC-1 which was prepared following our previous study^29^.

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

The total cellular RNA was extracted using TRIzol™ reagent (Thermo Fisher Scientific) and Direct-zol™ RNA Miniprep kit (Zymo Research, USA) according to the manufacturer’s protocol. Successively, the cDNA was obtained from RNA using ImProm-II™ Reverse Transcription System (Promega, USA). Targeted genes were amplified and detected by FastStart Essential DNA Green Master (Roche Diagnostics, USA) and CF96™ real-time PCR detection system (BioRad). The mRNA expression was illustrated as relative mRNA expression by normalized to Glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) and the undifferentiated cells as a control. The 2^−∆∆t^ formula was used to calculate relative gene expression. All primers were designed by NCBI primer designing tool based on the mRNA sequences from NBCI database (https://www.ncbi.nlm.nih.gov). The primers sequences and their accession number are shown in Supplementary Table S1.

### Immunocytochemistry (ICC)

IPC colonies were fixed in cold methanol for 15 min at RT, then permeabilized with 0.1% Triton-X100 (Sigma). After that, the background was blocked with 10% donkey serum for 1 h. The primary antibodies, rabbit anti-insulin (Cell signature technology, USA)^139^ at dilution 1:200 and mouse anti-rat glucagon (Abcam, USA)^140^ at dilution 1:200, were added and incubated overnight. Then, cyanine (Cy) 3-conjugated donkey anti-rabbit IgG (Bio Legend) and FITC-conjugated goat anti-mouse IgG (BioRad) were used as secondary antibodies, respectively. After incubation with secondary antibodies for 2 h, DAPI was used to stain the nucleus. The results and images were acquired using a fluorescent microscope ZEISS Apotome.2 (Carl Zeiss, Germany) incorporated with Axio Observer Z1 and ZEN pro software (ZEISS International, Germany).

### Functional test and enzyme-linked immunosorbent assay (ELISA)

The IPCs were assessed the function by glucose-stimulated C-peptide secretion assay (GSCS)^24,38,69,70,138^. The IPCs were incubated in normal KRH bicarbonate (KRBH) buffer (pH 7.4) for 1 h as basal control, then in 5.5 mM of glucose anhydrous (Sigma) in KRBH for the next 1 h and finally in 22 mM glucose anhydrous in KRBH for 1 h. Enzyme-linked immunosorbent assay (ELISA) kit (Millipore) was used for detecting the generated C-peptide level according to the manufacturer’s protocol. Total DNA (ng) and stimulation time (mins) were used to normalization.

### Live/dead staining

Encapsulated IPCs were evaluated for their viability using the NUCLEAR-ID Blue/Red cell viability reagent (GFP-CERTIFIED) (Enzo Life Science, USA), according to the manufacturer’s protocol. The result was clarified under a fluorescent microscope (ZEISS Apotome.2 (Carl Zeiss, Germany) incorporated with Axio Observer Z1 and ZEN pro software (ZEISS International, Germany).

### Statistical analyses

The total number of colony and their size distribution were determined using ImageJ software and standardized with hemocytometer square size from 10 randomly positions. The results were illustrated by a dot plot (n = 4) using GraphPad Prism 9.0 (Graph Software Inc., San Diego, CA). SPSS Statistics 22 software (IBM Corporation, USA) was employed to analyze the results. The Mann–Whitney U test was exercised to compare two independent groups, while the Kruskal–Wallis was devoted to analyze three or more experimental groups. Statistically, a significant difference was considered as a *p*-value < 0.05.

## Supplementary Information

Supplementary Information.

## Data Availability

The RT-qPCR gene expression data has been deposited to the Gene Expression Omnibus (GEO) repository under accession number GSE196118. The other generated and analyzed datasets during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: In vitro generation of transplantable insulin-producing cells from canine adipose-derived mesenchymal stem cells
**Source:** Sci Rep. 2022 Jun 1;12:9127. doi: 10.1038/s41598-022-13114-3
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary information

### ***In vitro* generation of transplantable insulin-producing cells from canine adipose-derived mesenchymal stem cells**

Quynh Dang Le<sup>1,2,4</sup>, Watchareewan Rodprasert<sup>2</sup>, Suryo Kuncorojakti<sup>2,3</sup>, Prasit Pavasant<sup>6</sup>, Thanaphum Osathanon<sup>6,7</sup>, Chenphop Sawangmake<sup>2,4,5,8\*</sup>

# SUPPLEMENTARY TABLE

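The primers of the supplementary table define which transcripts the Ct values measure. The deposited tables give an official symbol for each of the 26 genes. *Hnf6* is listed as *ONECUT1*, *Ngn3* as *NEUROG3*, *Glut2* as *SLC2A2*, *Epac2* as *RAPGEF4*, *Insulin* as *INS* and *Glucagon* as *GCG*. Matched by symbol to the NCBI RefSeq annotation of a German Shepherd genome, 25 of the 26 genes were found, the exception being *CXCR4*. The transcript accession given for a gene was found for 4 genes, and in each the annotated gene had the listed symbol. The paper names no genome build, so no coordinates are given.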

| Supplementary Table S1. Primers sequences |                  |                    |                                                          |             |                |
|-------------------------------------------|------------------|--------------------|----------------------------------------------------------|-------------|----------------|
| Genes                                     | Accession number | Sequences          | 5'-3'                                                    | Length (bp) | Tm (°C)        |
| Stemness markers                          |                  |                    |                                                          |             |                |
| Oct4                                      | XM_538830.1      | Forward<br>Reverse | AGGAGAAGCTGGAGCAAAACC<br>GTGATCCTCTTCTGCTTCAGGA          | 100         | 60.55<br>59.50 |
| Rex1                                      | XM_003639567.1   | Forward<br>Reverse | AGGTTCTCACAGCAAGCTCA<br>CCAGCAAATTCTGCGCACTG             | 199         | 59.24<br>60.73 |
| Proliferation marker                      |                  |                    |                                                          |             |                |
| Ki67                                      | XM_014108788.1   | Forward<br>Reverse | GTGCAACTAAAGCACGGAGA<br>GAGATTCCTGTTTGCGTTTTCGT          | 124         | 58.49<br>58.49 |
| Cell cycle regulator                      |                  |                    |                                                          |             |                |
| Cdkn1a                                    | XM_532125.6      | Forward<br>Reverse | GACTTTCCCCACTGCCCTAC<br>GCCCTATCCACAGCGTCTAC             | 108         | 60.04<br>59.97 |
| Osteogenic markers                        |                  |                    |                                                          |             |                |
| Runx2                                     | XM_005642335.1   | Forward<br>Reverse | GGAAGAGGCAAGAGTTTCACC<br>GTGCTCACTTGCCAACAGAA            | 209         | 58.84<br>58.89 |
| OCN                                       | XM_547536.4      | Forward<br>Reverse | GCCAGCCTATGGTCTCCTCTG<br>CCACCAGCTCCTTCTGTTCTCT          | 249         | 61.90<br>54.55 |
| Adipogenic makers                         |                  |                    |                                                          |             |                |
| Leptin                                    | NM_001003070.1   | Forward<br>Reverse | TGTGGCTTTGGCCCTATCTG<br>CAGCGACCCTCTGTTTGGAG             | 147         | 60.03<br>60.67 |
| LPL                                       | XM_005635734.3   | Forward<br>Reverse | CTGGAGAGACTCAGAAAAAGGT<br>AAT<br>TCCTTCTGTAGATTTGCTCAGGT | 148         | 58.29<br>59.16 |
| Chondrogenic markers                      |                  |                    |                                                          |             |                |
| Sox2                                      | XM_005639752.2   | Forward<br>Reverse | AGAAGGATAAGTACACGCTGCC<br>TTCATGTGCGCGTAGCTGTC           | 130         | 60.16<br>61.35 |
| Col2a1I                                   | NM_001006951.1   | Forward<br>Reverse | ATGAAAGACTGCCTCAGCCC<br>TCTGTCCCTTTGGTCCTGGT             | 103         | 60.03<br>60.40 |
| Mesendodermal markers                     |                  |                    |                                                          |             |                |
| Mixl1                                     | XM_022417967.1   | Forward<br>Reverse | ACCCCTCAGTCCCCTGATTT<br>TCAGGGAGCTGGTGGTATGA             | 120         | 60.18<br>59.96 |
| Eomes                                     | XM_005634337.3   | Forward<br>Reverse | CAGTCGAGAAGGGCAGAAAG<br>GGAGGTTGACCGAAAAAGCA             | 161         | 58.28<br>58.69 |
| GSC                                       | XM_005623927.2   | Forward<br>Reverse | TGGAACAAGACCTCGTCCAAG<br>TCTTTGTCCCCTGACCATCG            | 135         | 59.93<br>59.39 |
| Definitive endoderm markers               |                  |                    |                                                          |             |                |
| Gata4                                     | NM_001048112.1   | Forward<br>Reverse | TCCCCACAAGGCTACACATC<br>ATGCAGTGATTATGTCCCCGT            | 112         | 59.38<br>59.51 |
| Gata6                                     | XM_022421725.1   | Forward<br>Reverse | TACAGCAAGATGAACGGCCT<br>GGTTCACCCCTCCGCATTTCT            | 140         | 59.39<br>60.32 |
| Cxcr4                                     | NM_001048026.1   | Forward<br>Reverse | GTTGAGGCTGTGGCAAACCTG<br>GTAGACCACCTTTTCCGCCA            | 186         | 59.97<br>59.96 |
| Sox17                                     | XM_544084.5      | Forward<br>Reverse | GGGGGAGAAAAATGTGGGGT<br>GGGTCTGACAACGCAACTG              | 75          | 59.88<br>59.69 |
| Pancreatic endoderm marker                |                  |                    |                                                          |             |                |

|                                                    |                |                    |                                                |     |                |
|----------------------------------------------------|----------------|--------------------|------------------------------------------------|-----|----------------|
| <i>Pdx1</i>                                        | NM_001284471.2 | Forward<br>Reverse | AAGTCTACCAAGGCTCACGC<br>GTGCCTCTCGGTCAAGTTCA   | 201 | 60.04<br>59.97 |
| <b>Primitive gut and posterior foregut markers</b> |                |                    |                                                |     |                |
| <i>Hnf1<math>\beta</math></i>                      | XM_005624790.3 | Forward<br>Reverse | TGCTATTGAACTGAGCCACACA<br>AAGGGGAATGGAGGGGCAAT | 170 | 60.22<br>61.23 |
| <i>Hnf6</i>                                        | XM_846134.5    | Forward<br>Reverse | CCCCAAACCCTGGAGCAAAC<br>TTGGGTGTGTTGCCTCTATCC  | 108 | 61.47<br>60.00 |
| <i>Hnf4a</i>                                       | XM_022408885.1 | Forward<br>Reverse | GCGACCTGCTGTTTGATGGT<br>GGAGGCGTGATAGCCAGATAG  | 105 | 61.24<br>59.80 |
| <b>Multipotent pancreatic progenitor markers</b>   |                |                    |                                                |     |                |
| <i>Ptf1a</i>                                       | XM_845293.4    | Forward<br>Reverse | GAACAGCCAAAGTGTGGACC<br>ACTCAAAGGGCGGTTTCGTTT  | 90  | 59.33<br>60.46 |
| <i>Sox9</i>                                        | NM_001002978   | Forward<br>Reverse | CAGCACAAGAAAGACCACCC<br>GAAATGTGCGTCTGTTCGGT   | 107 | 59.05<br>59.13 |
| <i>Nkx6.1</i>                                      | XM_544960.5    | Forward<br>Reverse | CAGGAGTTATGCAGAGCCCG<br>ACGTGGGTCTCGTGTGTTTT   | 111 | 60.53<br>60.11 |
| <b>caNotch pathway-related gene</b>                |                |                    |                                                |     |                |
| <i>Hes1</i>                                        | XM_025478075.1 | Forward<br>Reverse | GAGAAGGCGGACATTCTGGA<br>ACCTCGTTCATACACTCGCTG  | 137 | 59.46<br>60.14 |
| <b>Pancreatic endocrine markers</b>                |                |                    |                                                |     |                |
| <i>Nkx2.2</i>                                      | XM_542867.6    | Forward<br>Reverse | GACACCAACGACGAGGAAGG<br>AGCGCGTATATGGGTTGTCG   | 169 | 60.67<br>60.60 |
| <i>Pax4</i>                                        | XM_022427277.1 | Forward<br>Reverse | GCCCCTTAGACCTTGCTCTG<br>CTGCTTGGGCAGGATTAGGT   | 114 | 60.11<br>59.74 |
| <i>Ngn3</i>                                        | XM_546140.1    | Forward<br>Reverse | TCTGAGCAAGCAGCGACG<br>AGCGCCCAGATGTAGTTGTG     | 177 | 60.43<br>60.39 |
| <i>NeuroD1</i>                                     | XM_005640377.3 | Forward<br>Reverse | AGTTCGAGAAGAGCTACGCC<br>CTCGTGATGCGAATGGCTCT   | 155 | 59.55<br>60.53 |
| <i>Isl1</i>                                        | XM_848628.4    | Forward<br>Reverse | TGGCTTACAGGCAAACCCAG<br>GACATCGACGCCACTTCACT   | 171 | 60.54<br>60.39 |
| <i>Glut2</i>                                       | XM_545289.5    | Forward<br>Reverse | ACTCATCACAGGACGTGGAG<br>AGCTGAGTGTAGCGGTGAAG   | 108 | 59.11<br>59.76 |
| <b>Pre-mature endocrine marker</b>                 |                |                    |                                                |     |                |
| <i>MafB</i>                                        | XM_005635059   | Forward<br>Reverse | TGCCCAGTGGTGACCTAAAC<br>AAGGACGCGCTTGAAAGTTG   | 105 | 59.89<br>59.69 |
| <b>Mature pancreatic endocrine markers</b>         |                |                    |                                                |     |                |
| <i>Glp1-r</i>                                      | XM_014118246.1 | Forward<br>Reverse | CACGGTGGGCTATACACTCTC<br>AGGACGCAAACAGGTCAGG   | 116 | 59.93<br>60.54 |
| MafA                                               | XM_003431814.3 | Forward<br>Reverse | GCTTCAGCAAGGAGGAGGTC<br>CTCTGGAGCTGGCACTTCTC   | 136 | 60.39<br>60.11 |
| <i>Glis3</i>                                       | XM_022421745.1 | Forward<br>Reverse | CAGGTCTTGTAGGCCTTGGG<br>GCTGGTCGTGGACATCAAAC   | 109 | 60.04<br>59.48 |
| <i>Insulin</i>                                     | NM_001130093.1 | Forward<br>Reverse | CGGCTTCTTCTACACGCCTA<br>GCGCCCCTAGTTGCAGTAAT   | 202 | 59.55<br>60.46 |
| <i>Glucagon</i>                                    | NM_001003044.1 | Forward<br>Reverse | TCCAATCGCGGTGTCAGAAG<br>ACCCTGAGAATGACGCTTGT   | 197 | 60.39<br>59.31 |
| <b>Hormone release-related markers</b>             |                |                    |                                                |     |                |
| <i>Rfx6</i>                                        | XM_022419390.1 | Forward            | TGTTTAGGGCACAGCCTCAC                           | 154 | 60.25          |

|                  |                |         |                        |     |       |
|------------------|----------------|---------|------------------------|-----|-------|
|                  |                | Reverse | TAGCTGGAAGGTGGTCGAGA   |     | 59.96 |
| Epac2            | XM_014110689.1 | Forward | GAACGATCCAGTGAAGATGTGG | 174 | 59.07 |
|                  |                | Reverse | GCCAGGACAGCATACCAGTT   |     | 60.04 |
| Reference marker |                |         |                        |     |       |
| Gapdh            | NM_001003142.1 | Forward | CCAAGTGGCTTCCTCTA      | 100 | 59.38 |
|                  |                | Reverse | GTCTTCTGGGTGGCAGTGAT   |     | 59.67 |

How the deposited data were processed for this re-analysis (not part of the article)

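The data are RT-qPCR measurements of 26 genes in 24 samples, in 6 groups of 4. The groups are undifferentiated cAD-MSCs and DE cells of day 3 (P.1.2), undifferentiated cAD-MSCs and PE cells of day 8 (P.2.3), and undifferentiated cAD-MSCs and IPCs of day 13 (P.3.2). The 4 samples of a group come from 4 cell lines, each from a different donor dog. The tables give 7 genes for day 3, 6 other genes for day 8 and 13 further genes for day 13, so 0 genes have values at more than 1 stage. Samples were assigned to groups, days and lines from their labels. The labels of the PE samples and their controls give day 8, the paper's end of that stage, while the design description of the series names day 5 for it. The medium of the PE samples is labelled by its ingredients, which P.2.2 and P.2.3 share. It was read as P.2.3 because the labels describe the complete three-stepwise protocol, of which the paper gives P.2.3 as the second stage. The labels of the IPC samples name no capsule.

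The authors extracted RNA with TRIzol and Direct-zol, made cDNA with ImProm-II, and ran SYBR Green PCR with *Gapdh* as the reference gene. They deposited the Ct of each gene and sample, in cycles and without normalization. The authors also deposited the linear ratio 2^-ΔCt of each gene to *Gapdh*, and a fold change (2^-ΔΔCt) for each differentiated sample. The columns of the fold changes name a single control each. Recalculated from the ratios, the fold changes of 7 of 7 genes on day 3 and 5 of 6 genes on day 8 have as their divisor the geometric mean of the controls of lines 1 and 2 for those lines and of lines 3 and 4 for those lines. On day 13, the divisor was the geometric mean of all 4 controls for 12 of 13 genes. *Hnf4a* in lines 1 and 2 and *NeuroD1* matched no divisor. A match was a difference of at most 0.01 or 3%, a tolerance set after the values were seen. Replicate wells, amplification efficiencies and melting curves are not described in the paper's text. Depth in the sense of counts does not exist for Ct values. Their precision is limited by the wells per sample, and late Ct values are the least precise. The highest Ct is 40, and the 12 of 208 values within 0.1 cycles of it were treated as being at the limit of detection.

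From the deposited ratios, relative mRNA expression was calculated as the ratio divided by the mean ratio of the 4 controls of the same day. The change of a gene is the arithmetic mean over the 4 differentiated samples, given with the SD between lines. Each gene was tested with an exact two-sided Mann–Whitney U test by enumeration, after the paper's statistics section, which names this test for a pair of groups and the Kruskal–Wallis test for larger numbers. With 4 against 4, the smallest exact p-value is 0.0286, reached only where the groups do not overlap, and the next is 0.0571. The result of a comparison is the number of genes whose groups do not overlap. The results of 1 gene of day 8 are counted in the totals but not reported here by name. The Ct of *Gapdh* was derived from each gene's Ct and ratio, and genes whose derived values lay within 0.1 cycles were taken as a set that shared a *Gapdh* measurement.

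Samples with the same line number share a donor and so are paired. As a check, the deviations of the differentiated sample from its group mean were correlated with those of the control of the same line, across genes, which are not independent replicates. Pearson's r was 0.937 to 0.986 on day 3, 0.783 to 0.861 on day 8 and from -0.125 to 0.535 on day 13. The paired calculation counts a gene when all 4 lines change in the same direction. A sign-flip test over 4 pairs cannot give an exact p-value below 0.125.

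These choices were made before the data were examined, as were most of the alternatives. They were an exact permutation test of the mean log2 difference, Benjamini-Hochberg adjustment within a comparison, the pairing by line, limma with and without the line as a factor, each line left out in turn, raw Ct without a reference gene, the mean Ct of the other genes as the reference, a filter on genes with a mean Ct of 35 or more in both groups, geometric means, and the authors' deposited fold changes. A pair of alternatives was added after the data were seen. The first used the controls of lines 1 and 2 and of lines 3 and 4 apart. The other used a common *Gapdh* Ct per sample, the median over the genes. The comparisons of PE with DE cells and of IPCs with PE cells, and the use of the controls of all days together, were planned but could not be calculated, because no gene of the tables has values at more than 1 stage.

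The tests were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, plots were drawn with matplotlib 3.10.9, and limma 3.58.1 was run in R 4.3.3. Each step was first tested on simulated data, with 200 changed and 800 unchanged genes in 4 lines. The simulated change was larger than that of every day 3 gene but *Cxcr4*, and the simulated lines were not alike in pairs. Limma also drew on far more genes than a day has here. The shares that follow therefore check the steps and are not error rates for these data. The exact Mann–Whitney test called 98% of the changed and 1.25% of the unchanged genes, the exact permutation test the same shares, the same direction in all 4 lines 100% and 11.9%, limma 100% and 0%, and limma with the line as a factor 100% and 0.75%.

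Day 1, day 5, day 27, P.1.1, P.2.1, P.2.2 and P.3.1 are not analysed here, nor are the genes that the paper reports for a stage but that are outside these tables for it.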

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

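All tests in this part were chosen after the result was seen.

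The derived *Gapdh* Ct on day 13 was 5.13 cycles later in IPCs than in undifferentiated cells, a difference in a measurement the paper does not report. The shift was above 4 cycles in 4 of the 5 sets of *Gapdh* values, which argues against a fault in a single *Gapdh* measurement as its source. In DE cells on day 3 the *Gapdh* Ct fell by 0.700 cycles. In PE cells on day 8 it was 0.918 cycles later (exact permutation test, p = 0.114). The PE cells of lines 3 and 4 had 24.87 and 25.25 cycles, and their controls 23.03 and 23.24 cycles. Lines 1 and 2 changed less. A smaller amount of cDNA in the IPC reactions and a lower level of *Gapdh* transcript in IPCs both remain open and cannot be told apart here. Less cDNA would make all transcripts later by a like number of cycles. The median change in raw Ct of the 13 genes was 0.8175 cycles, but these genes were chosen as markers that the induction raises, so a smaller median does not exclude it. Lower *Gapdh* transcription would make *Gapdh* later relative to other reference transcripts, and none were measured. Of the 13 genes, 6 came later in every IPC sample than in every control, with *Epac2* later by 4.785 cycles on average. With less cDNA, division by *Gapdh* corrects for the shift, and with less *Gapdh* transcript it raises every relative value. Which of the directions given relative to *Gapdh* would hold against another reference gene is therefore open for the genes whose raw Ct did not come earlier. A biological difference between IPCs and undifferentiated cells is among the open explanations.

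Single samples stood apart from the other 3 of their group in 3 of the 52 sets of 4 values, judged by the gap to the nearest other sample relative to the whole range. Chance alone would give about 1 in 20, so the number is near what chance gives. *Nkx2.2* in the IPCs of line 4 had a relative expression of 36.3, while the other lines had 23.6 to 25.7. *Glut2* in the IPCs of line 3 had 1.90 against 1.49 to 1.55, and *MafA* in the IPCs of line 1 had 248 against 295 to 298. The raw Ct of the same *Nkx2.2* sample was 35.28 cycles and those of the other lines were 35.55, 35.80 and 35.60. For *Glut2*, the raw Ct of line 3, 38.29 cycles, was next to that of line 4, 38.32 cycles, so the gap arose with the division by *Gapdh*. For *MafA* the raw Ct of line 1, 32.12 cycles, lay between those of line 2, 31.80, and line 4, 32.24. No explanation was tested for these single samples, and differences between donors remain open.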

How the results depend on the processing

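On day 3, 4 of 7 genes separated DE cells from controls. The count was also 4 with the exact permutation test, with the filter on late Ct values (of 6 genes, without *Gata4*) and with a common *Gapdh* Ct, an alternative added after the data were seen. It was 5 with limma and with raw Ct, and 6 with the controls of lines 1 and 2 and of lines 3 and 4 taken apart, also added after the data were seen. It ranged from 4 to 5 genes across the 4 calculations that each left out a line. In these, 10% of unchanged genes would separate by chance if the samples were independent. Without line 1 *Mixl1* joined the 4 genes, and without line 2 or line 3 *GSC* did. With Benjamini-Hochberg adjustment 0 genes were under 0.05, against 4 at an unadjusted p-value. The smallest exact p-value, reached by 4 of the 7 genes on this day, gives an adjusted value of 0.05. The replicate block, which pairs the samples of each line, gave 7 genes, 6 higher and 1 lower, and limma with the replicate block also gave 7. The 4 genes were all among them, and the gain came from *Mixl1*, *GSC* and *Gata4*. In unchanged genes of simulated data, all 4 lines moved in the same direction in 11.9%. With the mean Ct of the other genes as the reference, 2 genes separated, *Cxcr4* higher and *Mixl1* lower. This reference carries the induction of the other markers, by construction.

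On day 8, 5 of 6 genes separated PE cells from controls, 4 higher and 1 lower. The same 5 genes were called with the permutation test, with Benjamini-Hochberg adjustment, under the replicate block, with limma, across the 4 calculations that each left out a line (5 in each), and under both added alternatives. Limma with the line as a block also called 5, but gained *Hnf4a* and lost *Hes1*, whose adjusted p-value was 0.0506 under the block and 0.0384 without it. Raw Ct called 4. With the mean Ct of the other genes as the reference, 2 genes separated, *Hnf6* higher and *Hes1* lower. Here too the reference carries the induction of the other markers. The filter on late Ct values gave 3 of 4 genes, because it leaves out genes with late Ct values, *Ptf1a* among them. *Hnf4a* ranged from 1.19 to 6.09 across the calculations that each left out a line and was the only 1 of the 26 genes that this moved by more than 1.5 times, to 6.09 without line 2.

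On day 13, 11 of 13 genes were higher in IPCs. The count was 11 with the permutation test, with Benjamini-Hochberg adjustment and with limma with or without the block, and 13 under the pairing by line alone, which added *Glp1r* and *Epac2*. It ranged from 11 to 12 genes with a line left out, *Glp1r* joining without line 3 or line 4, and was 12 with a common *Gapdh* Ct, which added *Glp1r* at 12.5 times the controls. The filter on late Ct values gave 8 of 10 genes, without *Glut2*, *Insulin* and *Glucagon*. The block changed no other call than those named.

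The reference gene changed directions on day 13. With raw Ct, and likewise with the mean Ct of the other genes as the reference, 9 genes separated, but 3 of them higher (*NeuroD1*, *Glis3* and *MafA*) and 6 lower. That mean is taken from the same raw Ct and carries the induction of the markers, so it is not an independent reference. In raw Ct, *Nkx6.1* was 0.212 times the controls, *Nkx2.2* 0.554, *Isl1* 0.0958, *Glut2* 0.439, *Glp1r* 0.358, *Insulin* 0.754, *Glucagon* 0.0919, *Epac2* 0.0371 and *Rfx6* 0.784, all above 1 relative to *Gapdh*. The groups of *Nkx2.2*, *Insulin* and *Rfx6* overlapped in raw Ct. *Ngn3* was 1.23 times the controls and no longer separate. The later *Gapdh* Ct in IPCs accounts for these changes by construction, by 1.89 cycles for *Glut2* and *Glp1r* and by 5.08 to 5.64 cycles for the other genes. Which scale reflects the amount per cell was not tested.

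For single genes, alternatives that give a call (a line left out, raw Ct, the common *Gapdh* Ct and the controls taken apart) kept direction and call in 149 values, whatever their size, while 9 reversed direction, with or without overlap of the groups. Of the values that kept their direction, 9 became separate and 2 ceased to be. The size could still change with the call kept, as for *NeuroD1*, 28.7 with raw Ct. Besides the genes named above for lines left out, *GSC* became separate with raw Ct and with the controls taken apart by pairs of lines, *Gata4* with the latter, and *Glp1r* with the common *Gapdh* Ct. Without a call (geometric mean, pairing by line and the deposited fold changes), 69 values stayed within 1 SD between lines and 9 moved by more, those of *Hnf4a*, *Hes1* and *MafA*. Late Ct values limit *Hnf6*, *Ptf1a* and *Gata4*, whose changes are lower bounds in the lines with controls at 40 cycles.

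Comparisons between stages, and the controls of all days taken together, could not be calculated, because no gene of the tables has values at more than 1 stage.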

Differences from the paper's values

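The values plotted in the paper were read by eye after the deposited values had been seen. For *Hnf4a* on day 8 of P.2.3, the relative mRNA expression calculated here was 1.84 against the paper's about 14 in Fig. 4B. Among the alternatives set before the data were examined, raw Ct gave 14.4 and the authors' deposited table gives a mean of 13.7, and both reach the paper's value. The geometric mean and the pairing by line (5.69 each) and the calculations that each left out a line (1.19 to 6.09) do not. The controls of lines 1 and 2 and of lines 3 and 4 taken apart gave 8.14 and the common *Gapdh* Ct gave 13.8, both chosen after seeing the values.

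For *Hes1* on day 8 of P.2.3, the value calculated here was 0.0933 against the paper's about 0.4 in Fig. 4F. Among the alternatives set before the data were examined, only the mean of the authors' deposited table, 0.363, reaches the paper's value. The geometric mean and the pairing by line (0.179 each), raw Ct (0.194) and the calculations that each left out a line (0.0678 to 0.133) do not. The controls of lines 1 and 2 and of lines 3 and 4 taken apart gave 0.363 and the common *Gapdh* Ct gave 0.399, both chosen after seeing the values.

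The paper states that *GSC* and *Gata4* were upregulated and that *Mixl1* was downregulated in P.1.2. The means calculated here, 2.49, 3.52 and 0.434, go in those directions, but the groups overlapped (exact Mann–Whitney U test, p = 0.0571, 0.314 and 0.2). The pairing by line and limma with the line as a factor call all 3 genes. *GSC* is also called by limma without the line, by raw Ct, and without line 2 or line 3. *Mixl1* is also called without line 1 and with the mean Ct of the other genes as the reference. That reference carries the induction of the other markers, which by construction makes *Mixl1* look lower. The controls taken apart by pairs of lines, chosen after seeing the values, call *GSC* and *Gata4*. The paper states that *Hnf4a* was upregulated on day 8, and here its groups overlapped (exact Mann–Whitney U test, p = 0.486). This result includes the ratio that recurs in 3 of its 8 samples, for which a copied value is a candidate explanation. It is therefore weak ground against the paper's statement. The raw Ct of *Hnf4a* was earlier in the PE cells of all 4 lines than in their own controls, although the groups overlapped there too. Limma with the line as a factor, on the same ratios, calls *Hnf4a* higher. The paper states that *Epac2* was upregulated in P.3.2, and here it was 1.32 times the controls with overlapping groups (exact Mann–Whitney U test, p = 0.343). The pairing by line calls *Epac2* higher, as do lines 3 and 4 alone, while raw Ct and the mean Ct of the other genes call it lower. Both of the latter are built from the same raw Ct, so they are not independent calls. The paper sets *Nkx6.1* apart from the markers upregulated in P.3.2 relative to undifferentiated cells and PE cells. Relative to undifferentiated cells alone, it was 7.32 times as high here, without overlap, and the comparison with PE cells is not analysed here. The day 13 samples may also come from another capsule than those of Fig. 5, as described below.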

Other observations

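The tests in this part were chosen after the result was seen, except the regroupings of the samples. Of the 35 splits of the 8 samples of a day into 4 and 4, only 1 gave as many separate genes as the real groups on day 3, only 1 on day 8 and only 1 on day 13, the real split in each case, or 2.86% of the splits. Because the samples are paired by line, the real split was also compared with the 8 splits that part the samples of all 4 lines. The others of these gave 0 separate genes. However, a gene can separate under at most 1 of the 35 splits. The real split already took most genes of each day, so no other split could reach its count. The comparison of splits was therefore largely fixed by the counts reported above and adds no support of its own. The split of lines 1 and 2 against lines 3 and 4 gave 1 gene on day 3, 1 on day 8 and 0 on day 13.

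The lines were alike in pairs on days 3 and 8. Among the 3 ways of putting the 4 lines into pairs, lines 1 with 2 and 3 with 4 gave the tightest controls for 13 of 13 genes on those days. On day 13 this held for 4 of 13 genes, and lines 1 with 3 and 2 with 4 were tightest for 7. The deposited fold changes of days 3 and 8 use the same pairs of lines for their divisors. The pattern is consistent with lines handled in pairs on days 3 and 8 (13 of 13 genes), but neither the labels nor the paper give a batch. A lasting likeness of the donors within each pair may also contribute, and the 4 of 13 genes on day 13 do not exclude it, since other genes were measured then. The explanations cannot be told apart, because the genes differ between days.

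The *Gapdh* values behind *Glut2* and *Glp1r* on day 13 differ from those behind *Glis3* and *MafA* by whole numbers of cycles. The difference was 1 cycle in each of the 4 controls, -2 cycles in the IPCs of lines 1, 2 and 3, and -3 cycles in those of line 4. Over the 8 samples the largest distance from a whole number was 0.0026 cycles, whereas in the 9 other pairs of *Gapdh* sets of that day the largest distance was at least 0.389 cycles. A candidate explanation is that the values of both sets come from the same *Gapdh* measurement with whole cycles added or subtracted. Why they would differ was not tested. With the common *Gapdh* Ct, *Glut2* would be 15.6 times and *Glp1r* 12.5 times the controls, in place of 1.62 and 1.35. No biological explanation was tested.

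The ratio of *Hnf4a* to *Gapdh* has the same value, 0.0590, to 7 decimals in 3 of its 8 samples, and the same number stands in the *Hes1* control of line 2. The PE samples of lines 1 and 2 have identical ratios and, in the authors' deposited table, fold changes of 13.97 and 12.93, whose quotient is 1.08. For 25 of the 25 other genes, the quotient of the fold changes of these lines follows from their ratios. A candidate explanation is that a value was copied between cells of the table of ratios after the fold changes had been calculated. The raw Ct values of these samples, 26.76 and 25.87 cycles, are not identical. No biological explanation was tested.

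Below the limit of detection, 10 pairs of Ct values of the same gene were identical to 2 decimals within a day. In 10000 simulated draws with the mean and SD of each group, the mean number was 2.87, and a share of 0.0013 of the draws gave at least 10 pairs. On day 13 alone, 6 pairs were identical against a mean of 1.87, and a share of 0.0133 of the draws gave as many. For days 3 and 8, with 2 pairs each, these shares were 0.0643 and 0.105. The draws take the 4 lines as independent, which the likeness of the line pairs on days 3 and 8 does not support. Identical pairs were therefore also set against the 29 pairs at most 0.05 cycles apart, a comparison that does not need independent lines and was chosen after the draws. In it 2.64 identical pairs were expected and 10 were found, and on day 13 alone 1.64 were expected and 6 were found. Coincidence at 2 decimals therefore does not explain all 10 pairs. Some day 13 pairs joined the control and the IPCs of the same line. These were *Ngn3* in line 2 (34.02 cycles) and line 4 (33.69 cycles), and *Rfx6* in line 3 (33.88 cycles). The other day 13 pairs were controls of different lines, for *Glut2* and *Glis3*. Both day 8 pairs were controls of *Sox9*, lines 1 and 3 at 30.33 cycles and lines 2 and 4 at 30.09 cycles. The day 3 pairs were DE cells of lines 3 and 4, for *GSC* and *Cxcr4*. Pairs that share a sample are not independent of each other. No other explanation was tested, so the source of the identical values is open, and no biological explanation was tested.

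For the 12 genes that Fig. 5 and Fig. 8 both show for IPCs of day 13, the mean fold change in the authors' deposited table was closer to the plotted mean of the day 13 IPCs of Fig. 8 than to that of P.3.2 in Fig. 5 for 12 of 12 genes. The largest gap was 0.04 on the log2 scale for Fig. 8 and 0.33 for Fig. 5. The plots were read by eye after the deposited values had been seen, so the comparison was not blind. The paper gives capsules of alginate alone for Fig. 5 and of alginate with pluronic F127 for Fig. 8. The deposited samples may therefore be those of Fig. 8, and the comparisons made here with Fig. 5 may set unlike preparations side by side. The samples were assigned from their labels and not from this match, so the capsule stays open.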
